# Bmp8a deletion leads to obesity through regulation of lipid metabolism and adipocyte differentiation

**DOI:** 10.1038/s42003-023-05194-2

**Published:** 2023-08-08

**Authors:** Shenjie Zhong, Lihui Chen, Xinyi Li, Xinyuan Wang, Guangdong Ji, Chen Sun, Zhenhui Liu

**Keywords:** Obesity, Cell division

## Abstract

The role of bone morphogenetic proteins (BMPs) in regulating adipose has recently become a field of interest. However, the underlying mechanism of this effect has not been elucidated. Here we show that the anti-fat effect of Bmp8a is mediated by promoting fatty acid oxidation and inhibiting adipocyte differentiation. Knocking out the *bmp8a* gene in zebrafish results in weight gain, fatty liver, and increased fat production. The *bmp8a*^*-/-*^ zebrafish exhibits decreased phosphorylation levels of AMPK and ACC in the liver and adipose tissues, indicating reduced fatty acid oxidation. Also, Bmp8a inhibits the differentiation of 3T3-L1 preadipocytes into mature adipocytes by activating the Smad2/3 signaling pathway, in which Smad2/3 binds to the central adipogenic factor PPARγ promoter to inhibit its transcription. In addition, lentivirus-mediated overexpression of Bmp8a in 3T3-L1 cells significantly increases NOD-like receptor, TNF, and NF-κB signaling pathways. Furthermore, NF-κB interacts with PPARγ, blocking PPARγ’s activation of its target gene *Fabp4*, thereby inhibiting adipocyte differentiation. These data bring a signal bridge between immune regulation and adipocyte differentiation. Collectively, our findings indicate that Bmp8a plays a critical role in regulating lipid metabolism and adipogenesis, potentially providing a therapeutic approach for obesity and its comorbidities.

## Abstract (web summary)

Bone morphogenetic protein 8a (Bmp8a) is required for fatty acid oxidation and regulates adipogenesis as evidenced by weight gain and fatty liver of zebrafish lacking Bmp8a.

## Introduction

Obesity and overweight have become a worldwide epidemic. Obesity is strongly associated with many metabolic and cardiovascular diseases, such as type 2 diabetes, dyslipidemia, hypertension, some types of cancer, and osteoarthritis^1–3^. Generally, obesity is characterized by a massive expansion of white adipose tissue due to an increase in the size or number of adipocytes and a decrease in lipolysis. Therefore, identifying the factors that regulate adipose tissue expansion and elucidating the mechanisms are vital for public health and will help formulate therapeutic strategies and targets for the treatment of obesity and its associated comorbidities.

Adipogenesis is regulated by a variety of signaling pathways^4–7^, and bone morphogenetic proteins (BMPs) are a relatively recent addition to the adipose regulation field. BMP belongs to the transforming growth factor-β (TGF-β) superfamily, which is highly conserved in developing vertebrates ranging from humans to zebrafish^8,9^. They were initially discovered as inducers of bone and cartilage^10^, but have been known to be critical in morphogenetic activities and cell differentiation throughout the body, including the development of adipose tissue and adipogenic differentiation^11–15^. BMP2, BMP4, and BMP6 have been shown to promote white adipogenesis in mesenchymal stem cells^16–18^. BMP7 and BMP8B can induce the expression of *UCP1*, a marker gene of brown adipocyte, and promote brown adipogenesis or enhance the thermogenesis of brown adipose tissue^19–23^. In addition, BMP3B suppresses adipogenesis of 3T3-L1 cells^24,25^. Overexpression of BMP9 in the mouse liver significantly alleviates hepatic steatosis and obesity-related metabolic syndrome^26^.

BMP8A is almost absent from brown adipose tissue, whereas it is enriched in white adipose tissue^23^. Our previous studies have shown that Bmp8a can accelerate the uptake of yolk sac in zebrafish at 3-dpf (days post fertilization), indicating that Bmp8a may play a key role in fat metabolism^27^. Nevertheless, the overall metabolic regulatory function of BMP8A is not fully understood. Here, we report that *bmp8a*^*-/-*^ zebrafish display obesity and fatty liver. Deletion of *bmp8a* in zebrafish leads to the accumulation of liver TG by downregulating phosphorylation of AMP-activated protein kinase (AMPK) and acetyl-CoA carboxylase (ACC). Furthermore, Bmp8a inhibits the differentiation of 3T3-L1 preadipocytes into mature adipocytes through the Smad2/3 pathway. Interestingly, we also found that the interaction of NF-κB and PPARγ mediates the effect of Bmp8a on adipogenesis, providing a signaling bridge between immunomodulatory and adipocyte differentiation. We present a previously unrecognized insight into Bmp8a-mediated adipogenesis.

## Results

### Weight gain, fatty liver and increased fat production in *bmp8a*^-/-^ zebrafish

We have found that recombinant Bmp8a protein is able to accelerate the absorption of yolk sac in 3 dpf zebrafish, indicating a function of Bmp8a in regulating lipid metabolic processes^27^. Here the *bmp8a*^*-/-*^ zebrafish was used to perform further analysis^28^. We monitored the body weight of wild type (WT) and *bmp8a*^*-/-*^ zebrafish fed with a high-fat diet (HFD) and found that the body weight of *bmp8a*^*-/-*^ zebrafish was gradually higher than WT zebrafish (Fig. 1a, b). Next, we calculated the body weight of male and female zebrafish separately, which *bmp8a*^*-/-*^ zebrafish had a significant increase in body weight compared to wild-type zebrafish, independent of sex (Fig. 1c). Furthermore, *bmp8a* deficiency in zebrafish induced hyperplastic morphology of visceral adipose tissue (VAT) (Fig. 1d). Oil Red O staining on the liver sections showed prominent fatty liver in *bmp8a*^*-/-*^ zebrafish (Fig. 1e), which was confirmed by analysis of TG and TC levels in liver tissue (Fig. 1f, g). Zebrafish yolk sac is a quantifiable limited energy source mainly consumed during the first week of larval development and has unique advantages in detecting changes in body lipid metabolism^29^. All changes in fat content could be relatively visually quantified by Nile red fluorescence microscopy of live zebrafish larvae. We found that *bmp8a* deletion resulted in a detectable increase in fat, in zebrafish at 3- and 7-day larvae (Fig. 1h-k). Importantly, mutation of *bmp8a* in zebrafish leads to increased lipid droplets in viscera and other sites (Fig. 1l). Taken together, HFD-induced obesity and hepatic steatosis are more severe in *bmp8a*^*-/-*^ zebrafish than WT zebrafish.

**Fig. 1:**
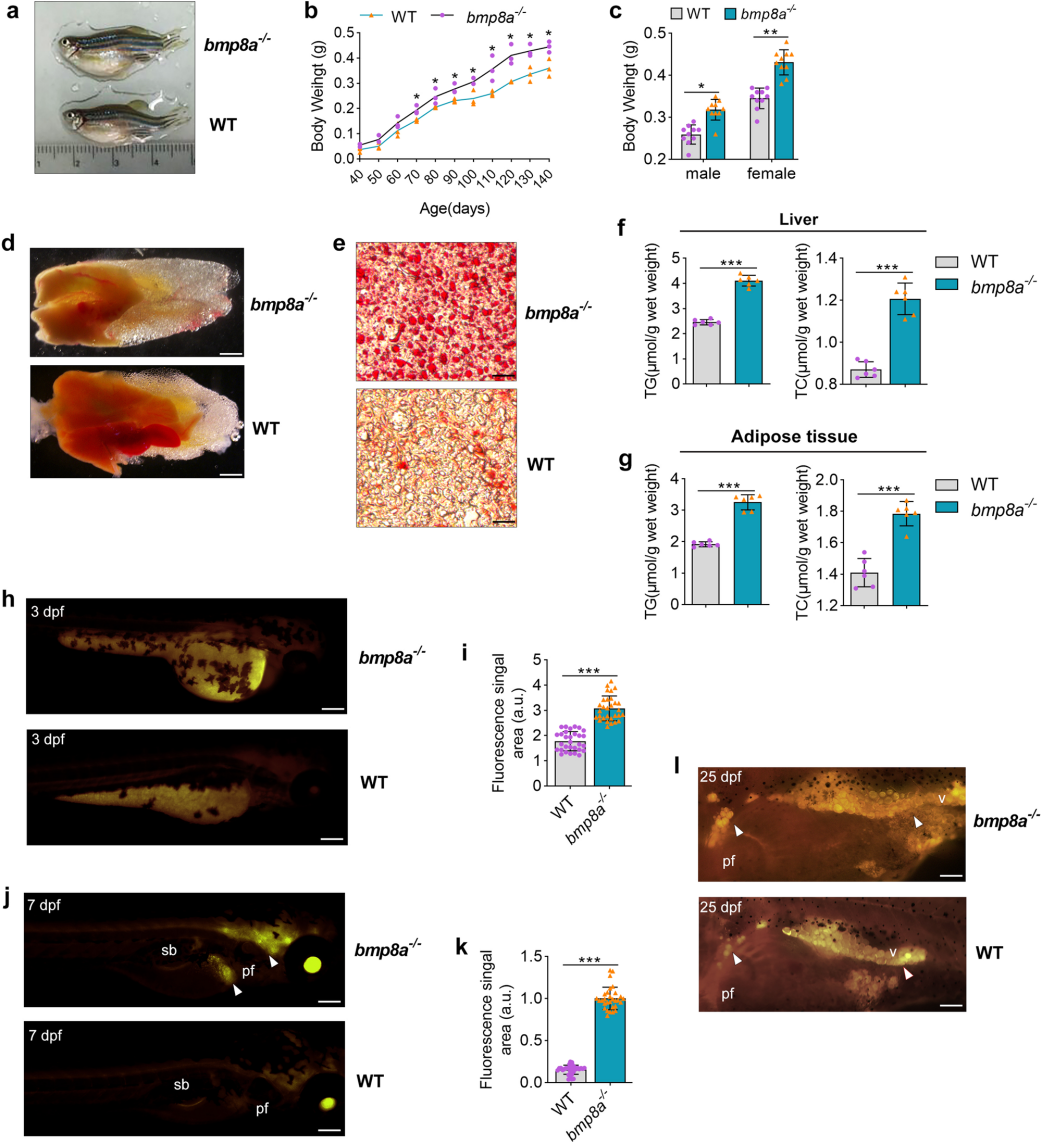
Obesogenic phenotype of *bmp8a*^*-/-*^ zebrafish. **a** Representative photograph of WT and *bmp8a*^*-/-*^ zebrafish (*n* = 10). **b** Body weight changes of WT and *bmp8a*^*-/-*^ zebrafish (*n* = 30). **c** WT and *bmp8a*^*-/-*^ (male or female) zebrafish body weight at 140 days (*n* = 10). **d** Representative photographs of WT and *bmp8a*^*-/-*^ zebrafish visceral mass (*n* = 6). Scale bars = 1 mm. **e** Fatty liver changes were revealed by histopathological sections (*n* = 6). Scale bars = 20 μm. **f**, **g** The TG and TC level in WT and *bmp8a*^*-/-*^ zebrafish (**f**, *n* = 6) or adipose tissue (**g**, *n* = 6). **h**–**k** Representative photographs WT and *bmp8a*^*-/-*^ zebrafish at 3 dpf (**h**, **i**, *n* = 30) or 7dpf (**j**, **k**, *n* = 30) were stained with Nile Red. Scale bars = 300 μm. The fluorescence signal area was calculated by ImageJ software. **l** Representative Nile Red staining images of WT and *bmp8a*^*-/-*^ zebrafish at 25 dpf (*n* = 10). Scale bars = 300 μm. Swim bladder (sb), pectoral fin (pf), viscera (v). Data were representative of at least three independent experiments. Data were analyzed by two-tailed Student’s *t*-test and presented as mean ± SD (*p < 0.05, **p < 0.01, ***p < 0.001).

### Impaired glucose and fat metabolism in *bmp8a*^-/-^ zebrafish

We further found that HFD-fed *bmp8a*^*-/-*^ zebrafish had higher levels of blood GLU, TG, and TC than WT zebrafish (Fig. 2a). To determine the molecular basis of the metabolic changes in *bmp8a*^*-/-*^ zebrafish, we performed gene expression analyses by Quantitative real-time PCR (qRT-PCR) technology. It was shown that in the liver or adipose tissue of *bmp8a*^*-/-*^ zebrafish fed a high-fat diet, genes for lipolytic enzymes (*lpl* and *lipc*), insulin-sensitizing hormone (*adiponectin*), transcription activators and coactivators that induce fat metabolism (*pgc-1α* and *pparα*), mitochondrial proteins that used to generate heat by thermogenesis (*ucp1*), and hunger suppressors (*leptin*) were all downregulated (Fig. 2b, c). However, another lipase gene, bile salt-stimulated lipase (*bssl*), was upregulated in the tissue of the liver or intestine of HFD-fed *bmp8a*^*-/-*^ zebrafish (Fig. 2d–g). The upregulation of the *bssl1* and *bssl2* in *bmp8a*^*-/-*^ zebrafish is beneficial for lipid absorption, since Bssl is mainly involved in the hydrolysis of dietary fat. Hence, fat metabolism-related molecules are regulated by the *bmp8a* gene.

**Fig. 2:**
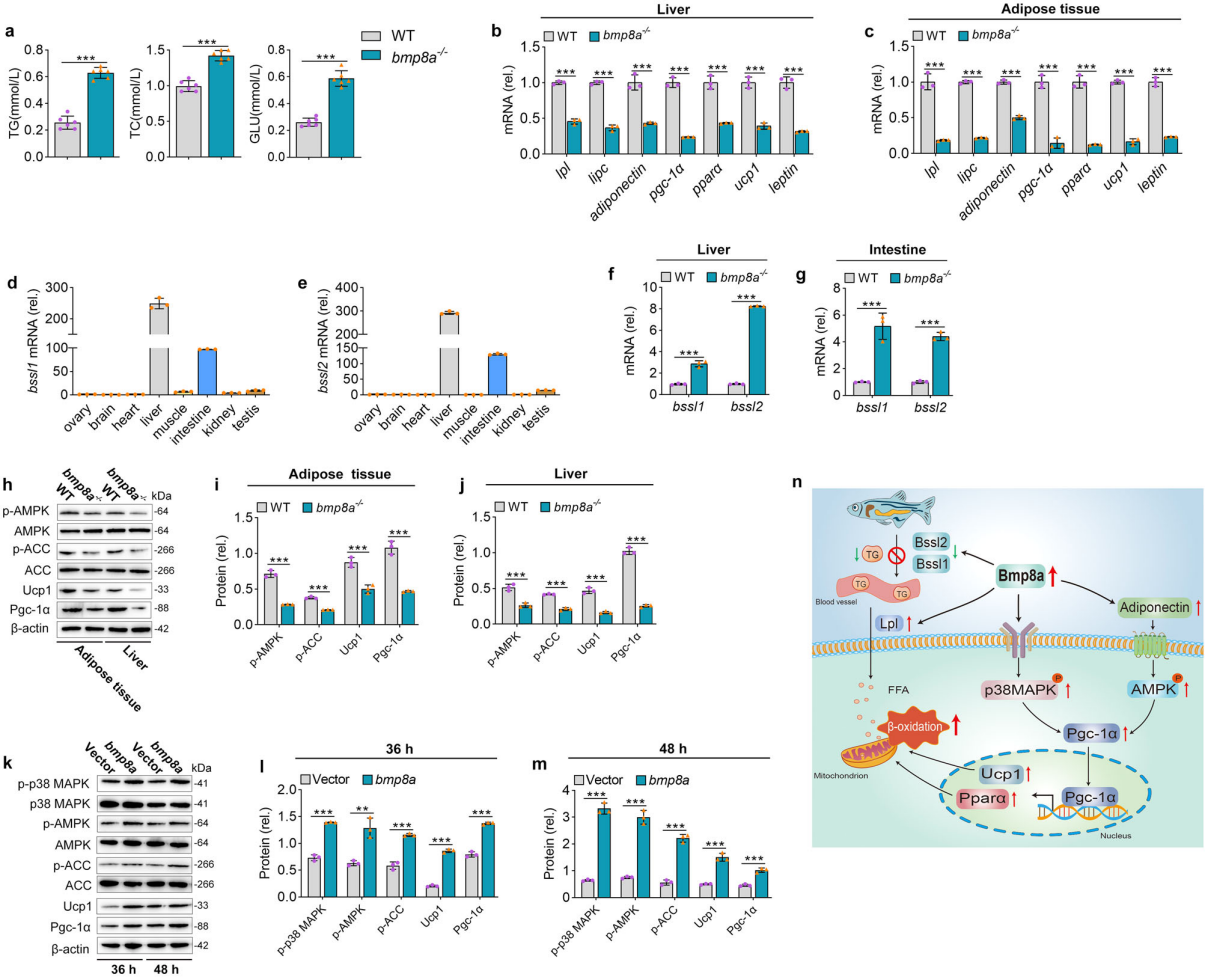
Bmp8a promotes fatty acid oxidation through AMPK and p38 MAPK pathways. **a** The serum TG, TC and GLU level in WT and *bmp8a*^*-/-*^ zebrafish (*n* = 6). **b**, **c** The qPCR analysis of genes related to fatty acid metabolism in the WT and *bmp8a*^*-/-*^ zebrafish liver (**b**, *n* = 3) or adipose tissue (**c**, *n* = 3). **d**, **e** The *bssl1* (**d**) and *bssl2* (**e**) gene *expression* analysis in different *zebrafish tissues* (*n* = 3). **f**, **g** The qPCR analysis of *bssl1* and *bssl2* mRNA level in the liver (**f**, *n* = 3) and intestine (**g**, *n* = 3) from WT or *bmp8a*^*-/-*^ zebrafish. **h**–**j** Validation and quantification of p-AMPK, p-ACC, Ucp1, and Pgc-1α expression in adipose tissue (**i**) and liver (**j**) from WT or *bmp8a*^*-/-*^ zebrafish. Protein expression levels were quantified using ImageJ software and normalized to total protein or β-actin (*n* = 3). **k**–**m** Validation and quantification of p-p38 MAPK, p-AMPK, p-ACC, Ucp1, and Pgc-1α expression after overexpression of zebrafish *bmp8a* in ZFL cells. The cells were collected at 36 h (**I**) and 48 h (**m**) post-transfection for Immunoblot analysis. Protein expression levels were quantified using ImageJ software and normalized to total protein or β-actin (*n* = 3). **n** Schematic overview. Data were representative of at least three independent experiments. Data were analyzed by two-tailed Student’s *t*-test and presented as mean ± SD (**p < 0.01, ***p < 0.001).

AMPK is known as the key mediator of fatty acid oxidation, so we further examined whether the activation of AMPK is involved in the regulatory process by *Bmp8a*. Notably, *bmp8a* knockout significantly decreased AMPK phosphorylation level in adipose and liver tissues (Fig. 2h–j). Meanwhile, the phosphorylation level of ACC was also reduced in *bmp8a*^*-/-*^ zebrafish (Fig. 2h–j). It has known that the phosphorylation of ACC increases fatty acid oxidation by inhibiting the activity of ACC. Thus, *bmp8a* deletion can decrease fatty acid oxidation through reduced phosphorylation levels of AMPK and ACC. In addition, we found that the mRNA and protein levels of Pgc-1α and Ucp1 decrease in both adipose and liver tissues in *bmp8a*^-/-^ zebrafish (Fig. 2b, c, h–j). AMPK has previously been reported to upregulate the abundance of *PGC-1α*, which can activate the transcription of *UCP1* and other thermogenic genes^30^. Therefore, Bmp8a also regulates fatty acid oxidation through the AMPK-Pgc-1α-Ucp1 pathway.

We have proved that Bmp8a regulates immune responses through the p38 MAPK pathway^28^. Combined with other reports that the p38 MAPK-Pgc-1α-Ucp1 pathway plays a vital role in the oxidation of lipids^31^, we hypothesized that Bmp8a might activate fatty acid oxidation through the p38 MAPK-Pgc-1α-Ucp1 pathway. Clearly, compared to wild-type ZFL cells, the phosphorylation level of p38 MAPK and the expression of Pgc-1α and Ucp1 proteins were increased in *bmp8a*-overexpressed ZFL cells (Fig. 2k–m).

Taken together, these results indicate that Bmp8a promotes fatty acid oxidation through AMPK and p38 MAPK-Pgc-1α-Ucp1 pathways. Our data provide a mechanistic explanation for how Bmp8a regulates fatty acid oxidation (Fig. 2n).

### Bmp8a inhibits adipocyte differentiation of 3T3-L1 cells

There is no available information regarding the role of Bmp8a in adipocyte differentiation. Treating 3T3-L1 cells with methylisobutylxanthine, dexamethasone, and an insulin cocktail for two days (Day 0 ~ Day 2), followed by insulin treatment (Day 2 ~ Day 4), these cells can be induced to differentiate into adipocyte-like cells. Intracellular lipid accumulation can be observed and quantified after staining with Oil Red O, providing an effective model system for adipogenesis in vitro (Fig. 3a). Firstly, we investigated the expression of *Bmp8a* and adipogenic markers genes (*Pparγ and C/ebpα*) during 3T3-L1 differentiation (Fig. 3b). Obviously, the expression of *Bmp8a* was decreased at the later stage of adipocyte differentiation (Fig. 3b). Then, we examined the lipid accumulation using Oil-Red O staining to evaluate the effect of Bmp8a on 3T3-L1 adipocyte differentiation. Zebrafish *bmp8a* or mouse *Bmp8a* was successfully overexpressed or knocked down in 3T3-L1 cells (Fig. 3c, d). We found that overexpression of zebrafish *bmp8a* or mouse *Bmp8a* reduced lipid droplet formation (Fig. 3e, f). In contrast, lipid production increased when knocked down mouse *Bmp8a* (Fig. 4a, b). Also, overexpression of zebrafish *bmp8a* or mouse *Bmp8a* decreased the mRNA expression of adipogenic markers, such as *C/ebpα*, *Pparγ*, and *Fasn* (Fig. 3g–j). Protein levels of C/EBPα and PPARγ were also reduced in zebrafish *bmp8a* or mouse *Bmp8a* overexpressed 3T3-L1 cells (Fig. 3k–m). Furthermore, the knockdown of mouse *Bmp8a* caused a significantly increased mRNA expression of *C/ebpα*, *Pparγ*, and *Fasn* (Fig. 4c–f). Consistent with this, when *Bmp8a* was knocked down, PPARγ and C/EBPα protein levels increased (Fig. 4g–i). These results indicate that Bmp8a can inhibit adipocyte differentiation.

**Fig. 3:**
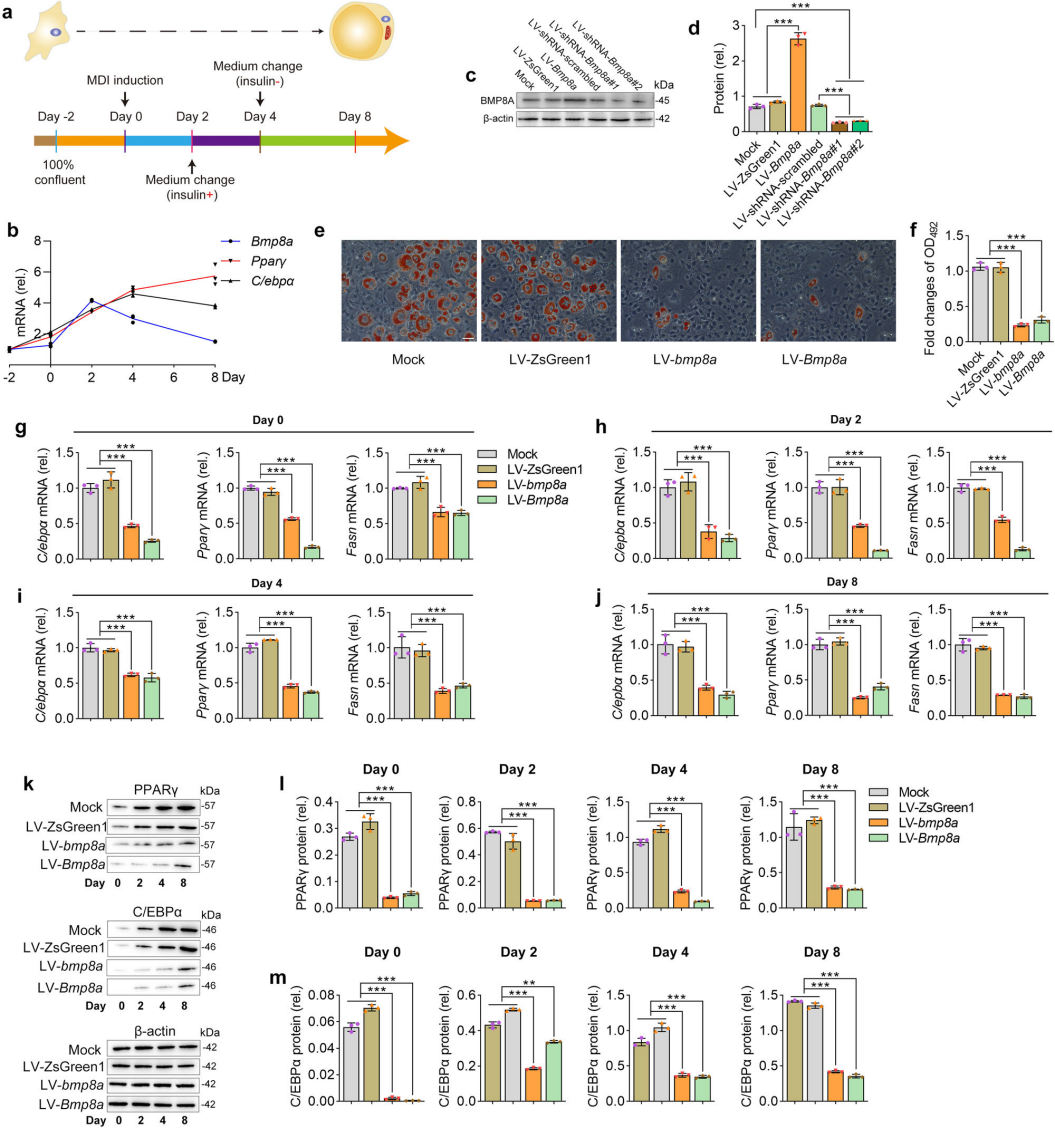
Stably overexpressing zebrafish *bmp8a* or mouse *Bmp8a* inhibits adipogenesis. **a** Protocol for effective differentiation of 3T3-L1 cells into adipocytes. **b** The mRNA expression pattern of mouse *Bmp8a*, *Pparγ* and *C/ebpα* during 3T3-L1 cells differentiated into adipocytes (*n* = 3). **c**, **d** Immunoblot analysis of mouse BMP8A protein expression in 3T3-L1 cells (Mock), stably overexpressed empty plasmid in 3T3-L1 cells (LV-ZsGreen1), stably overexpressed mouse *Bmp8a* in 3T3-L1 cells (LV-*Bmp8a*), 3T3-L1 cells infected with scramble shRNA lentivirus (LV-shRNA-scrambled), and knockdown mouse *Bmp8a* in 3T3-L1 cells (shRNA-*Bmp8a#1* and shRNA-*Bmp8a#2*). BMP8A protein expression levels were quantified by ImageJ software and normalized to the amount of β-actin (**d,** *n* = 3). **e**, **f** After induction of adipogenic differentiation, differentiated 3T3-L1 adipocytes (Mock, LV-ZsGreen1, LV-*bmp8a*, and LV-*Bmp8a*) were stained with Oil Red O and subjected to OD_492_ quantifications (*n* = 3). Scale bar = 20 µm. **g**–**j** On the day after induction as indicated, expressions of adipogenic genes (*Cebpα*, *Pparγ*, and *Fasn*) were examined at the mRNA level by qPCR (*n* = 3). **k**–**m** On the day after induction, as indicated, the protein levels of PPARγ and C/EBPα detected by Immunoblot. Protein expression levels were quantified using ImageJ software and normalized to the amount of β-actin (**l**, **m**, *n* = 3). Data were representative of at least three independent experiments. Data were analyzed by One-way ANOVA and presented as mean ± SD (**p < 0.01, ***p < 0.001).

**Fig. 4:**
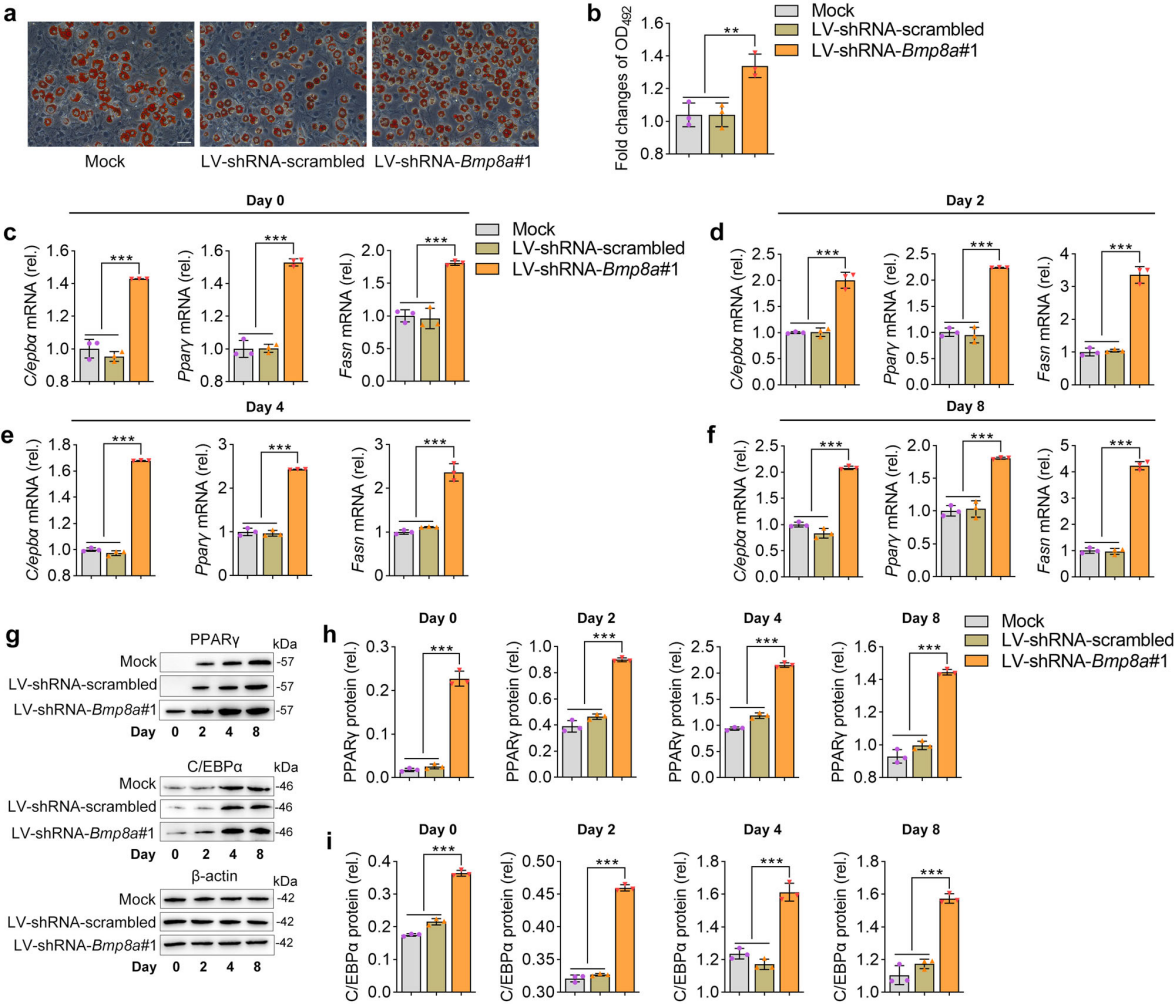
Knockdown *Bmp8a* promotes adipogenesis. **a**, **b** After induction of adipogenic differentiation, *Bmp8a* knocked-down 3T3-L1 cells (LV-shRNA-*Bmp8a#1*) and control cells (Mock and LV-shRNA-scrambled) were stained with Oil Red O and subjected to OD_492_ quantifications (*n* = 3). Scale bar = 20 µm. **c**–**f** On the day after induction as indicated, expressions of adipogenic markers (*Cebpα*, *Pparγ*, and *Fasn*) were examined at the mRNA levels by qPCR (*n* = 3). **g**–**i** On the day after induction as indicated, the protein levels of PPARγ and C/EBPα were detected by Immunoblot (**g**). Protein expression levels were quantified using ImageJ software and normalized to the amount of β-actin (**h**, **i**, *n* = 3). Data were representative of at least three independent experiments. Data were analyzed by One-way ANOVA and presented as mean ± SD (**p < 0.01, ***p < 0.001).

### Bmp8a activates Smad2/3 signaling to inhibit adipocyte differentiation in 3T3-L1 cells

BMPs transmit signals through both Smad-dependent pathways (Smad1/5/8 and Smad2/3) and Smad-independent pathways (ERK, JNK, and p38 MAPK)^32–34^. We evaluated the activation of these signals by immunoblot assays in both *Bmp8a*-overexpressing and WT 3T3-L1 cells. Phosphorylation levels of Smad1/5/8 and Smad2/3, but not ERK, JNK, or p38 MAPK, were significantly increased in zebrafish *bmp8a* or mouse *Bmp8a*-overexpressing 3T3-L1 cells (Fig. 5a–d). Then, the effects of Smad1/5/8 inhibitor DMH1 and Smad2/3 inhibitor TP0427736 HCl on the lipid content were tested in *Bmp8a*-overexpressing 3T3-L1 cells. We found that only Smad2/3 inhibitor TP0427736 HCl blocked the decrease of lipid content in zebrafish *bmp8a* or mouse *Bmp8a*-overexpressing cells (Fig. 5e, f). Thus, it suggests that Bmp8a activates Smad2/3 signaling to inhibit preadipocyte differentiation in 3T3-L1 cells.

**Fig. 5:**
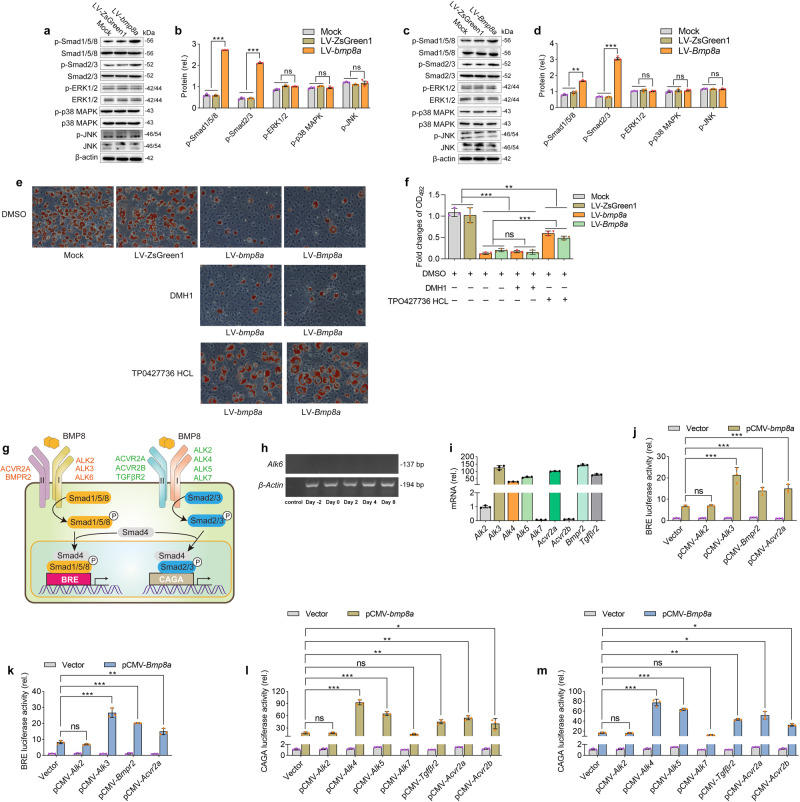
Bmp8a activates Smad2/3 signaling to inhibit adipocyte differentiation in 3T3-L1 cells. **a**–**d** Representative western blot analysis and quantification of changes in p-Smad1/5/8, p-Smad2/3, p-ERK1/2, p-p38 MAPK, and p-JNK expression in LV-*bmp8a* cells (**a**, **b**) or LV-*Bmp8a* cells (**c**, **d**). Protein expression levels were quantified using ImageJ software and normalized to the amount of total protein (*n* = 3). **e**, **f** Representative Oil Red O staining photographs of LV-*bmp8a* and LV-*Bmp8a* 3T3-L1 cells were induced to adipogenic in the presence of DMH1 or TP0427736 HCL, dimethylsulfoxide (DMSO) as a vehicle and subjected to OD_492_ quantifications (*n* = 3). Scale bar = 20 µm. **g** Schematic diagram of BMP8 mediated signal transduction. BMP8 can activate Smad1/5/8 signal transduction through the receptor complex formed by type I receptor ALK2, ALK3, or ALK6 and type II receptor ACVR2A or BMPR2. Meanwhile, BMP8 can also activate Smad2/3 signal transduction through the receptor complex formed by type I receptors ALK4 or ALK5 and type II receptors ACVR2A, ACVR2B, or TGFBR2. **h** Non-expression of mouse *Alk6* gene in 3T3-L1 cells (*n* = 3). **i** The qPCR quantification of the type I receptor (*Alk2*, *Alk3, Alk4, Alk5, Alk7*) and type II receptor (*Acvr2a, Acvr2b, Bmpr2, Tgrβr2*) transcripts expressed in 3T3-L1 cells (*n* = 3). **j**, **k** Quantification of the activity of BRE-driven luciferase reporters with pCMV-*bmp8a* (**j**) or pCMV-*Bmp8a* (**k**) cotransfected with pCMV-*Alk2*, pCMV-*Alk3*, pCMV-*Bmpr2*, pCMV-*Acrv2a*, respectively (*n* = 3). *Renilla* luciferase was used as the internal control. **l**, **m** Quantification of the activity of CAGA-driven luciferase reporters with pCMV-*bmp8a* (**l**) or pCMV-*Bmp8a* (**m**) cotransfected with pCMV-*Alk2*, pCMV-*Alk3*, pCMV-*Bmpr2*, and pCMV-*Acrv2a*, respectively (*n* = 3). *Renilla* luciferase was used as the internal control. Data were representative of at least three independent experiments. Data were analyzed by One-way ANOVA and presented as mean ± SD (ns not significant, *p < 0.05, **p < 0.01, ***p < 0.001).

BMP binds to a heterotetrameric transmembrane receptor complex, which consists of two type I receptors (ALK2, ALK3, ALK4, ALK5, ALK6, and ALK7) and two type II receptors (BMPR2, ACVR2A, ACVR2B, and TGFβR2) (Fig. 5g)^35,36^. Interestingly, the type I receptor *Alk6* gene was not found in the 3T3-L1 cells (Fig. 5h). Next, we quantified the relative abundance of transcripts encoding these receptors in 3T3-L1 cells, which *Alk3*, *Alk4*, and *Alk5* have the higher expression among the type I receptor genes, while the expression of *Acvr2a*, *Bmpr2*, and *Tgfβr2* are higher among type II receptor genes (Fig. 5i). In parallel, we analyzed the expression patterns of these receptors during adipocyte differentiation (Supplementary Fig. 1a–i). The expression pattern of type I receptors (*Alk2*, *Alk3*, *Alk4*, and *Alk5*) and type II receptors (*Acvr2a*, *Acvr2b*, *Bmpr2*, and *Tgfβr2*) during adipocyte differentiation were initially elevated and then progressively decreased. Also, the expression of the *Alk7* gene increased gradually alongwith adipocyte differentiation. To further examine the signal transduction pathway mediated by Bmp8a, BRE- and CAGA-driven luciferase reporter assays were performed. In this system, the BRE promoter was activated by signaling through Smad1/5/8, while the CAGA promoter was activated by signaling through Smad2/3^37^. Bmp8a could activate Smad1/5/8 signaling through receptor complexes formed by the type I receptor ALK3 and the type II receptor BMPR2 or ACVR2A (Fig. 5j, k). Also, Bmp8a was capable of activating Smad2/3 signaling through receptor complexes formed by the type I receptor ALK4 or ALK5 and the type II receptor ACVR2A, ACVR2B, or TGFβR2 (Fig. 5l, m). Notably, the CAGA-driven luciferase reporter system exhibited higher potency than the BRE-driven luciferase reporter system, indicating that the activation of the Smad2/3 signal by Bmp8a plays a dominant role. These studies further support the conclusion that Bmp8a inhibits adipocyte differentiation through Smad2/3 signaling in 3T3-L1 cells.

### Bmp8a activates Smad2/3 signaling to inhibit adipogenesis through type I receptor ALK4

As described above (Fig. 5j–m), it appears that the type I receptors ALK3, ALK4, and ALK5 are activated by Bmp8a. Here we further explored the role of these receptors in Bmp8a-mediated inhibition of adipocyte differentiation. Given the Gly-Ser (GS) domain of type I receptor requires phosphorylation for activation, we constructed dominant-negative mutants (*Alk3*-ΔGS, *Alk4*-ΔGS, and *Alk5*-ΔGS) plasmid (Fig. 6a). Lentiviral vectors *Alk3*-ΔGS, *Alk4*-ΔGS, or *Alk5*-ΔGS were transfected into LV-*bmp8a* and LV-*Bmp8a* 3T3-L1 cells, respectively. Knockdown of ALK3, ALK4, or ALK5 reduced Bmp8a-mediated phosphorylation of the Smad1/5/8 or Smad2/3 (Fig. 6b–g). However, the lipid accumulation test using Oil-Red O staining displayed that only the knockdown *of Alk4* significantly alleviated the ability of Bmp8a to inhibit the differentiation of preadipocytes into mature adipocytes (Fig. 6h, i). The data suggest that ALK4 is involved in the Bmp8a-Smad2/3 inhibition pathway of adipogenesis.

**Fig. 6:**
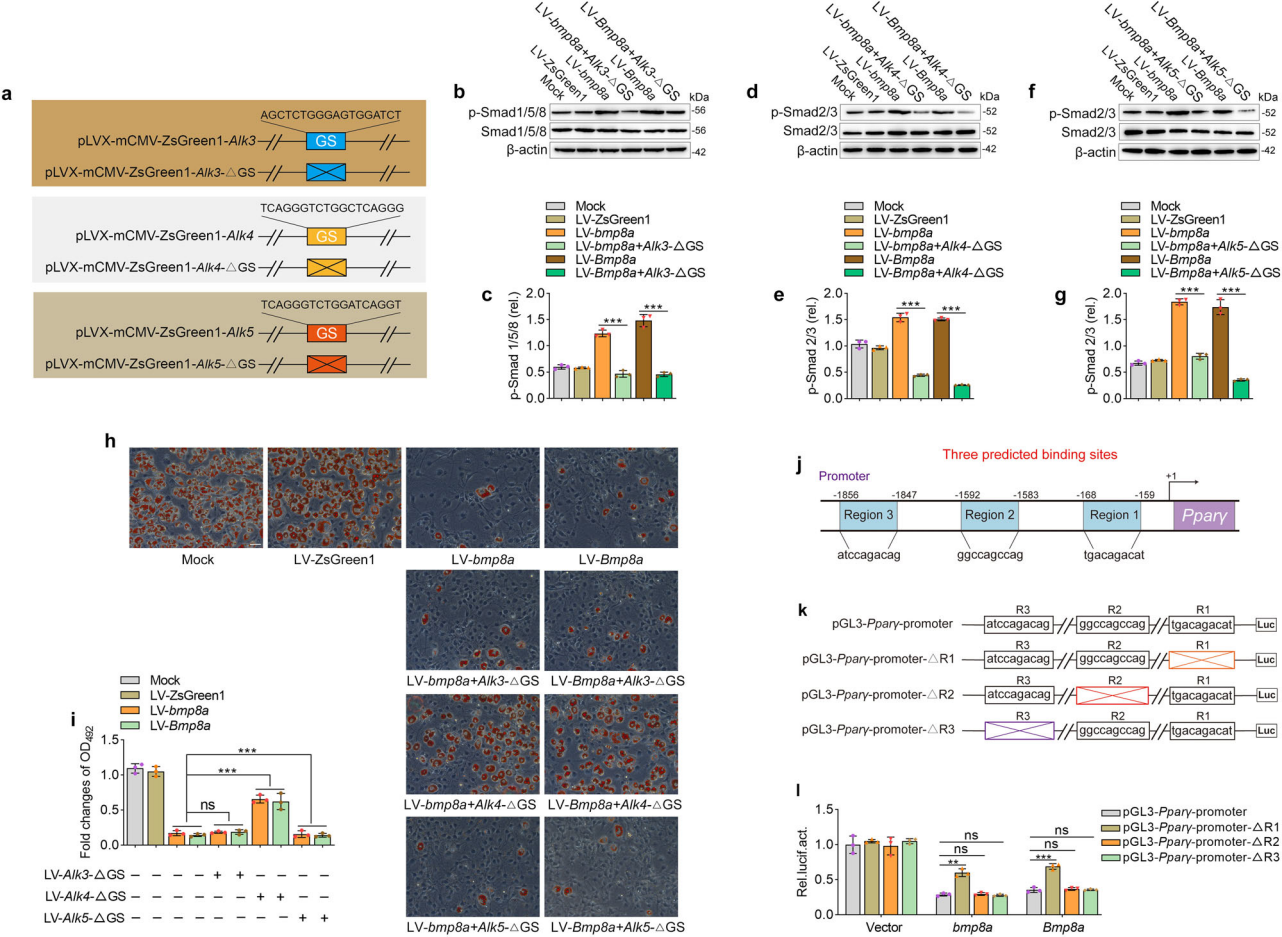
Bmp8a activates Smad2/3 signaling to inhibit adipogenesis through type I receptor ALK4. **a** Schematic drawing of wild-type and GS motif mutation (*Alk3*-ΔGS, *Alk4*-ΔGS, *Alk5*-ΔGS) plasmids. **b**, **c** Immunoblot analysis and quantification of p-Smad1/5/8 in Mock, LV-ZsGreen1, LV-*bmp8a*, LV-*bmp8a* + *Alk3*-ΔGS, LV-*Bmp8a*, and LV-*Bmp8a* + *Alk3*-ΔGS 3T3-L1 cells (*n* = 3). **d**, **e** Immunoblot analysis and quantification of p-Smad1/5/8 in Mock, LV-ZsGreen1, LV-*bmp8a*, LV-*bmp8a* + *Alk4*-ΔGS, LV-*Bmp8a*, and LV-*Bmp8a* + *Alk4*-ΔGS 3T3-L1 cells (*n* = 3). **f**, **g** Immunoblot analysis of p-Smad1/5/8 in Mock, LV-ZsGreen1, LV-*bmp8a*, LV-*bmp8a* + *Alk5*-ΔGS, LV-*Bmp8a*, and LV-*Bmp8a* + *Alk5*-ΔGS 3T3-L1 cells (*n* = 3). Protein expression levels were quantified by using ImageJ software and normalized to the amount of total protein. **h**, **i** knocked-down ALK3, ALK4, and ALK5 in LV-*bmp8a* or LV-*Bmp8a* 3T3-L1 cells, were induced to differentiate. Lipid contents of the resulting adipocyte-like cells were stained and quantified (*n* = 3). **j** Schematic diagram of the *Pparγ* promoter region. Three predicted TF binding sites and sequences. **k** Schematic drawing of wild-type and predicted TF binding sites mutation plasmids (pGL3-*Pparγ*-promoter-ΔR1, pGL3-*Pparγ*-promoter-ΔR2, pGL3-*Pparγ*-promoter-ΔR3). **l** Dual-luciferase report assay was used to analyze the abilities of zebrafish *bmp8a* and mouse *Bmp8a* in activation of the *Pparγ* promoter (*n* = 3). The pGL3-*Pparγ*-promoter, pGL3-*Pparγ* -promoter-ΔR1, pGL3-*Pparγ*-promoter-ΔR2 or pGL3-*Pparγ*-promoter-ΔR3 was transfected into HEK293T cells along with pCMV-*bmp8a*, pCMV- *Bmp8a* or empty vector. After 48 h, the transfected cells were collected for luciferase assays. *Renilla* luciferase was used as the internal control. Data were from three independent experiments and were analyzed by One-way ANOVA and were presented as mean ± SD (ns not significant, **p < 0.01, ***p < 0.001).

### Smad2/3 binds to *Pparγ* promoter to inhibit its transcription

Although many studies aim to understand the role of Smad2/3 signaling in inhibiting adipogenesis, it remains unclear whether Smad2/3 binds to the *Pparγ* promoter to repress its transcription. To address this question, we used an online promoter prediction tool (http://jaspar.genereg.net/) to search for potential Smad2/3 transcription factor (TF) binding sites in the *Pparγ* promoter. There are three potential TF binding sites with high scores according to the prediction (Fig. 6j). We constructed a series of luciferase plasmids containing the pGL3-*Pparγ*-promoter and three TF binding site mutant plasmids (pGL3-*Pparγ*-promoter-ΔR1, pGL3-*Pparγ*-promoter-ΔR2, and pGL3-*Pparγ*-promoter-ΔR3) (Fig. 6k). We found that Smad2/3 did repress *Pparγ* transcription and deletion of the Region 1 sequence (pGL3-*Pparγ*-promoter-ΔR1) in the *Pparγ* promoter attenuated the ability of Bmp8a to suppress *Pparγ* promoter activity, suggesting that Region 1 may be the region where Smad2/3 binds to the *Pparγ* promoter (Fig. 6l).

### An implication of functional bridge between immune regulation and adipocyte differentiation

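The 3T3-L1 line is a mouse preadipocyte line that accumulates lipid and turns into adipocyte-like cells when induced with isobutylmethylxanthine, dexamethasone and insulin. RNA of 9 samples was sequenced on day 8 of the induction, 3 from each of 3 kinds of puromycin-selected stable cells, called lines here. The LV-ZsGreen1 cells carried the empty vector and served as the control, the LV-*bmp8a* cells overexpressed zebrafish *bmp8a*, and the LV-*Bmp8a* cells overexpressed mouse *Bmp8a*. For the induction, the paper's Methods give 1 µg/ml insulin and 0.25 µM dexamethasone, whereas the sample labels give 10 µg/ml and 1 µM; both give 0.5 mM isobutylmethylxanthine. The authors aligned the reads with HISAT2, quantified transcripts with StringTie and deposited, for each library, the FPKM of each gene (fragments scaled to transcript length and to the mapped fragments of the library). FPKM carry no read count, and their low values do not fall on whole-read steps, so the depth behind each value is unknown here; the paper gives a minimum amount of clean data per sample (Methods). The FPKM summed to 360488 to 364667 per LV-ZsGreen1 library, 376214 to 381523 per LV-*bmp8a* library and 375429 to 392852 per LV-*Bmp8a* library, and the 10 highest genes took between 6.43% and 8.71% of a library's sum. All 9 libraries list 13088 genes; the 6 LV-ZsGreen1 and LV-*bmp8a* libraries list a further 361 and the 3 LV-*Bmp8a* libraries a further 203. A gene that is not listed was treated as having no value, not as 0. *Bmp8a* itself is listed in the LV-*Bmp8a* libraries alone, at 25.0, 26.0 and 26.3 FPKM. Zebrafish *bmp8a* is not among the mouse genes listed, so the overexpression in LV-*bmp8a* cells was not measured here. From the FPKM, log2(FPKM + 1) was fitted with limma (empirical Bayes with trend and robust options) over the 9 libraries in 1 model, for genes with at least 1 FPKM in at least 3 libraries. This kept 12347 genes, of which 12184 were listed in all 9 libraries. A fold change is thus on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM. Pearson's r across genes between libraries of the same line lay between 0.991 and 0.992. Between lines it lay between 0.909 and 0.911 for LV-ZsGreen1 and LV-*bmp8a*, between 0.920 and 0.923 for LV-ZsGreen1 and LV-*Bmp8a*, and between 0.921 and 0.923 for LV-*bmp8a* and LV-*Bmp8a*. The number of separately transduced lines of each kind is not stated in the paper, and 1 is assumed here; the error of the tests is then the spread between samples of a line, not between separately made lines.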

To further explore the molecular mechanism by which Bmp8a inhibits adipogenesis, we performed transcriptome analysis of the LV-*bmp8a*, LV-*Bmp8a*, and LV-ZsGreen1 3T3-L1 cells. To identify the differentially expressed genes (DEGs) in the two cell types (LV-*bmp8a* or LV-*Bmp8a*), the cutoff values for the fold change and *P* value were set to 2.0 and 0.05, respectively. Among the DEGs, 2337 genes (1215 downregulated genes and 1122 upregulated genes) were significantly modulated in LV-*bmp8a* cells, while 2187 genes (1211 downregulated genes and 976 upregulated genes) were modulated in LV-*Bmp8a* cells. 

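With a fold change of at least 2 and a limma P value under 0.05, 1458 of the 12286 genes tested were DEGs in LV-*bmp8a* cells against LV-ZsGreen1 cells, 833 of them downregulated and 625 upregulated. In LV-*Bmp8a* cells, 1276 of the 12184 genes tested were DEGs, 803 downregulated and 473 upregulated. The split by direction depends on the scaling of the libraries: TMM scaling factors gave 761 downregulated and 694 upregulated DEGs in LV-*bmp8a* cells and 687 and 571 in LV-*Bmp8a* cells, and quantile normalization 761 and 714, and 702 and 538. When the P value was adjusted by the Benjamini-Hochberg method, 1455 and 1269 DEGs were left. The fold change cutoff set these numbers more than the P value did, since 8341 and 8538 genes had an adjusted P value under 0.05 at any fold change. The counts moved most with the fold change cutoff and the pseudocount: a fold change of at least 1.5 gave 3437 and 3571 DEGs, and a pseudocount of 5 FPKM in place of 1 gave 589 and 482. For 73.0% of the genes tested in LV-*bmp8a* cells and 73.4% in LV-*Bmp8a* cells, the 3 overexpressing libraries did not overlap with the 3 control libraries, where chance gives 10%. The exact permutation test of a single gene with 3 libraries against 3 cannot give a p below 0.1. Among genes with an adjusted P value under 0.05, no overlap between the groups and a mean of at least 1 FPKM, *Ifi27l2a* rose most in LV-*bmp8a* cells, from 17.9 ± 1.22 FPKM (SD, n = 3) in LV-ZsGreen1 cells to 590.3 ± 21.6 FPKM (SD, n = 3). Its log2 fold change was 4.97 (standard error 0.06, adjusted p = 5.8e-14 from limma with Benjamini-Hochberg adjustment). The next largest rises were those of *Ostn*, *Oas1a*, *Grem1* and *Xlr*, with log2 fold changes of 4.76, 4.14, 3.80 and 3.56. Of the large rises in LV-*Bmp8a* cells, that of *Ifi27l2a*, to 261 ± 19.4 FPKM (SD, n = 3), was a log2 fold change of 3.79 (standard error 0.06, adjusted p = 8.2e-13 from limma), and those of *Clu*, *Txnip* and *Aqp1* were 3.49, 3.46 and 3.06. *Cfd* had the largest fall in both lines, from 285 ± 4.07 FPKM in LV-ZsGreen1 cells to 1.97 ± 0.61 FPKM in LV-*bmp8a* cells (SD, n = 3 each), and it was listed at 0 in each of the 3 LV-*Bmp8a* libraries. The other large falls in LV-*bmp8a* cells were those of *Scd1*, the unnamed transcript Mus_musculus_newGene_2383, *Casp1* and *Thrsp*, and in LV-*Bmp8a* cells those of *Adipoq*, *Gpd1*, *Cidec* and *Thrsp*. *Casp1* lies among neighbouring genes of which most fell with it in LV-*bmp8a* cells, and both Mus_musculus_newGene_2383 in LV-*bmp8a* cells and *Cidec* in LV-*Bmp8a* cells were listed at 0 in all 3 libraries.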

By combining the two data sets, we found the two cell types shared 536 overlapping downregulated DEGs and 334 overlapping upregulated DEGs (Supplementary Fig. 2 and Supplementary Fig. 3). These results suggest that overexpression of zebrafish *bmp8a* or mouse *Bmp8a* in 3T3-L1 cell lines exhibits a comparable transcriptional response.

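Among the 12184 genes tested in both lines, 345 were downregulated DEGs in both LV-*bmp8a* and LV-*Bmp8a* cells and 166 were upregulated DEGs in both. A further 22 genes were DEGs in both lines in opposite directions. Random lists of the same sizes shared 54.9 downregulated and 21.7 upregulated genes on average, and at most 81 and 40 in 10000 draws. Because both lines were compared with the same 3 control libraries, chance differences of those libraries enter both lists. In 20 simulated data sets with unchanged groups against shared controls, 1.05 downregulated and 1.0 upregulated DEGs were shared on average. These simulations hold the spread between libraries, not between lines. In a comparison chosen after the result was seen, 472 DEGs were shared in the same direction with LV-*bmp8a* cells as the reference, and 382 with LV-*Bmp8a* cells. A common response and equal differences between the lines thus cannot be told apart by these counts. Of the LV-*bmp8a* DEGs, 41.4% of those downregulated and 29.7% of those upregulated were also DEGs in the same direction in LV-*Bmp8a* cells. The lists of genes differ between the libraries, and 66 upregulated DEGs of LV-*bmp8a* cells are not listed in the LV-*Bmp8a* libraries, so they were not in the comparison.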

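Across the 12184 genes, the log2 fold changes of the LV-*bmp8a* and LV-*Bmp8a* cells had a Pearson's r of 0.525 and a Spearman's rho of 0.433, where genes are not independent replicates. The shared control libraries alone gave a mean r of 0.501 in the simulated data sets with unchanged groups. The log2 fold changes there had an SD of 0.13, against 0.71 in LV-*bmp8a* cells and 0.67 in LV-*Bmp8a* cells. Differences between libraries of a line are thus too small to account for the observed r. A difference of the LV-ZsGreen1 line from both other lines would also give such an r, and the r does not separate it from a shared response. The 2 overexpressing lines also differed from each other. In a direct test of LV-*Bmp8a* against LV-*bmp8a* cells, 558 genes were higher and 761 lower with a fold change of at least 2 and a limma P value under 0.05. From the DEGs that the 2 cell types share, the paper proposes that zebrafish *bmp8a* and mouse *Bmp8a* act on the transcriptome of 3T3-L1 cells in a comparable way.

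**Figure D1:**
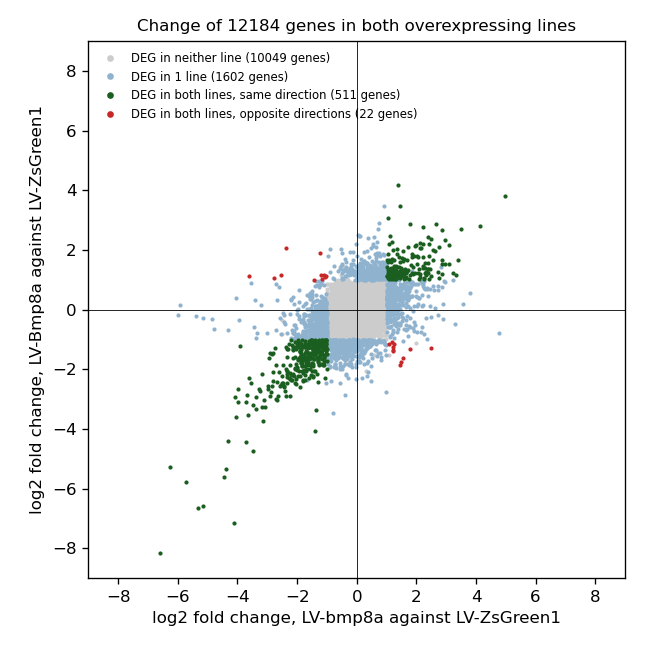
Log2 fold changes of 12184 genes on the log2(FPKM + 1) scale, in LV-*bmp8a* cells on the horizontal axis and in LV-*Bmp8a* cells on the vertical axis, each against LV-ZsGreen1 cells and each point a gene. The 511 genes that are DEGs in both lines in the same direction are green, the 22 in opposite directions red, the 1602 that are DEGs in 1 line blue and the other 10049 grey.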

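The genes of the PPAR signaling pathway were taken from a list of 83 mouse genes written from memory of the KEGG map before the data were examined, since the KEGG release that the authors used was not used here. Of these, 48 were tested, and 16 of them were downregulated DEGs in LV-*bmp8a* cells, 4.92 times the share among all genes tested (one-sided Fisher's exact test, p = 5.0e-08, adjusted p = 2.5e-07 over the 15 lists in both directions), and none was an upregulated DEG. The number in LV-*Bmp8a* cells was 18, a ratio of 5.69 (one-sided Fisher's exact test, p = 5.1e-10, adjusted p = 3.8e-09), and 2 were upregulated DEGs. With the nearest Reactome pathway, of the transcriptional regulation of white adipocyte differentiation, in place of this list, the ratios were 1.31 and 1.35, with one-sided Fisher's exact p = 0.36 and p = 0.34. That pathway, of 45 genes, is shorter and holds other genes, so its ratios do not repeat the test of the PPAR signaling list. *Pparg* fell from 22.5 ± 1.24 FPKM (SD, n = 3) in LV-ZsGreen1 cells to 6.24 ± 0.51 in LV-*bmp8a* and 5.75 ± 0.70 in LV-*Bmp8a* cells. Its log2 fold changes were -1.70 and -1.80 (standard error 0.08 each, adjusted p = 6.6e-09 and 4.5e-09 from limma), and the test between the 2 lines gave an adjusted p = 0.30 (limma). *Fabp4*, at 583 ± 11.7 FPKM in LV-ZsGreen1 cells, was at 47.2 ± 1.86 in LV-*bmp8a* and 117 ± 6.25 in LV-*Bmp8a* cells (SD, n = 3 each), a smaller fall in the latter (log2 difference 1.29, adjusted p = 6.2e-10 from limma). *Scd1* fell further, from 652 ± 32.4 FPKM to 7.54 ± 0.47 and 15.8 ± 0.63 FPKM. *Adipoq* fell from 148 ± 4.12 to 7.54 ± 0.82 FPKM in LV-*bmp8a* cells, and its 3 LV-*Bmp8a* libraries were at 0, 0.082 and 0.061 FPKM. *Fabp5* and *Scd2* had log2 fold changes of -2.71 and -2.09 in LV-*bmp8a* cells and of -1.86 and -1.95 in LV-*Bmp8a* cells. *Lpl* fell least among these, by 0.29 and 0.81 on the log2 scale, and was not a DEG in either line.

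**Figure D2:**
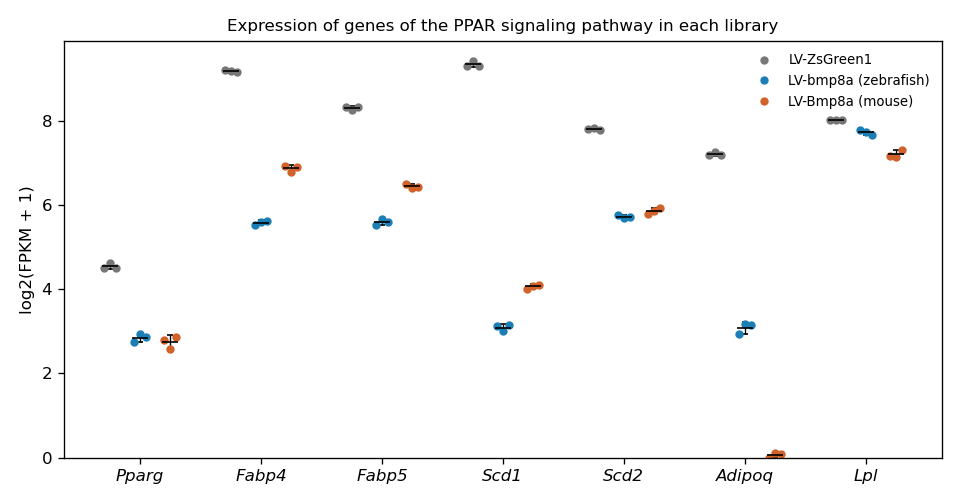
Log2(FPKM + 1) of 7 genes of the PPAR signaling pathway in each of the 9 libraries. Points are libraries, with LV-ZsGreen1 in grey, LV-*bmp8a* in blue and LV-*Bmp8a* in orange, and the black lines are the mean and SD of the 3 libraries of a line; for each gene, all overexpressing libraries lie below all control libraries.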

Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses revealed that compared with LV-ZsGreen1 3T3-L1 cells, the downregulated genes were remarkably enriched in the PPAR signaling pathway whether in LV-*bmp8a* and LV-*Bmp8a* 3T3-L1 cells (Fig. 7a, b). More intriguingly, KEGG analyses showed that the upregulated genes remarkably enriched in NOD-like receptor signaling and TNF signaling pathways involved in the immune process in LV-*bmp8a* or LV-*Bmp8a* 3T3-L1 cells, compared with LV-ZsGreen1 3T3-L1 cells (Fig. 7c, d). 

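For both pathways, gene lists were again written from memory of the KEGG maps. Of 149 genes on the NOD-like receptor signaling list, 115 were tested in LV-*bmp8a* cells and 13 of them were upregulated DEGs, 2.22 times the share among all genes (one-sided Fisher's exact test, p = 0.0056, adjusted p = 0.015). For LV-*Bmp8a* cells, 13 of 113 were upregulated DEGs, a ratio of 2.96 (one-sided Fisher's exact test, p = 0.00043, adjusted p = 0.0014). Of 112 genes on the TNF signaling list, 6 of 93 tested were upregulated DEGs in LV-*bmp8a* cells, a ratio of 1.27 (one-sided Fisher's exact test, p = 0.34, adjusted p = 0.56), and 6 of 92 in LV-*Bmp8a* cells, a ratio of 1.68 (one-sided Fisher's exact test, p = 0.15, adjusted p = 0.29). On the TNF signaling list, 8 genes in LV-*bmp8a* and 6 in LV-*Bmp8a* cells were downregulated DEGs. The TNF ratio in LV-*Bmp8a* cells was 2.17 (one-sided Fisher's exact test, p = 0.031) without LV-*Bmp8a* replicate 2, and 2.22 (p = 0.020 from the same exact test) after quantile normalization. The NOD-like receptor signaling list shares 31 tested genes with the TNF signaling list and 13 with a list of interferon-stimulated genes. Without the 31, the NOD-like receptor signaling ratios were 3.04 and 3.77, with one-sided Fisher's exact p = 0.00030 and p = 7.1e-05. Without the 13, the NOD-like receptor signaling ratios were 0.578 and 1.79, with one-sided Fisher's exact p = 0.90 and p = 0.098. The list of interferon-stimulated genes was written from memory and lacks *Oas1c*, a member of the Oas family, so this removal may be incomplete. The genes of the NOD-like receptor signaling list that were upregulated DEGs in both lines, named after their values were seen, were *Gbp7*, *Irf7*, *Map1lc3b*, *Oas1a*, *Oas1c*, *Oas1g* and *Oas2*; reads can be shared between the members of the Oas and Gbp families. *Oas1a* was at 0.675 ± 0.13 FPKM in LV-ZsGreen1, 28.4 ± 2.35 in LV-*bmp8a* and 10.7 ± 0.67 in LV-*Bmp8a* cells (SD, n = 3 each). *Map3k8*, named after its values were seen, was the gene of the TNF signaling list that was upregulated in both lines, with log2 fold changes of 1.40 and 1.76 (adjusted p = 2.0e-07 and 2.8e-08 from limma).

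**Figure D3:**
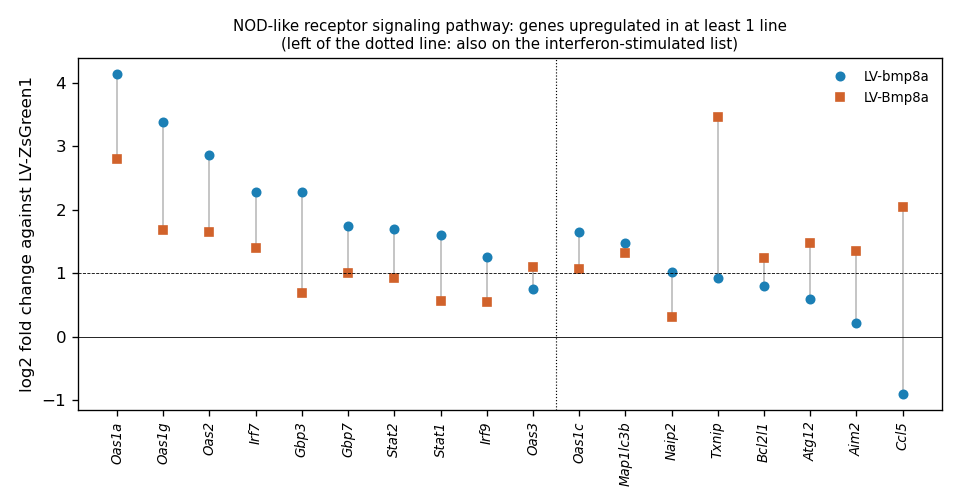
Log2 fold change against LV-ZsGreen1 cells, on the log2(FPKM + 1) scale, of the 18 genes of the NOD-like receptor signaling list that were tested in both lines and upregulated in at least 1. Circles are LV-*bmp8a* and squares LV-*Bmp8a* cells, the dashed line marks the cutoff of 1, and the 10 genes left of the dotted line are also on the list of interferon-stimulated genes.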

Given that NF-κB molecules are downstream of NOD-like receptor signaling and TNF signaling pathways, we wondered whether Bmp8a could activate the NF-κB signaling. It was confirmed that phosphorylation levels of IKKα/β and p65 increased in LV-*bmp8a* or LV-*Bmp8a* 3T3-L1 cells (Fig. 7e–h).

**Fig. 7:**
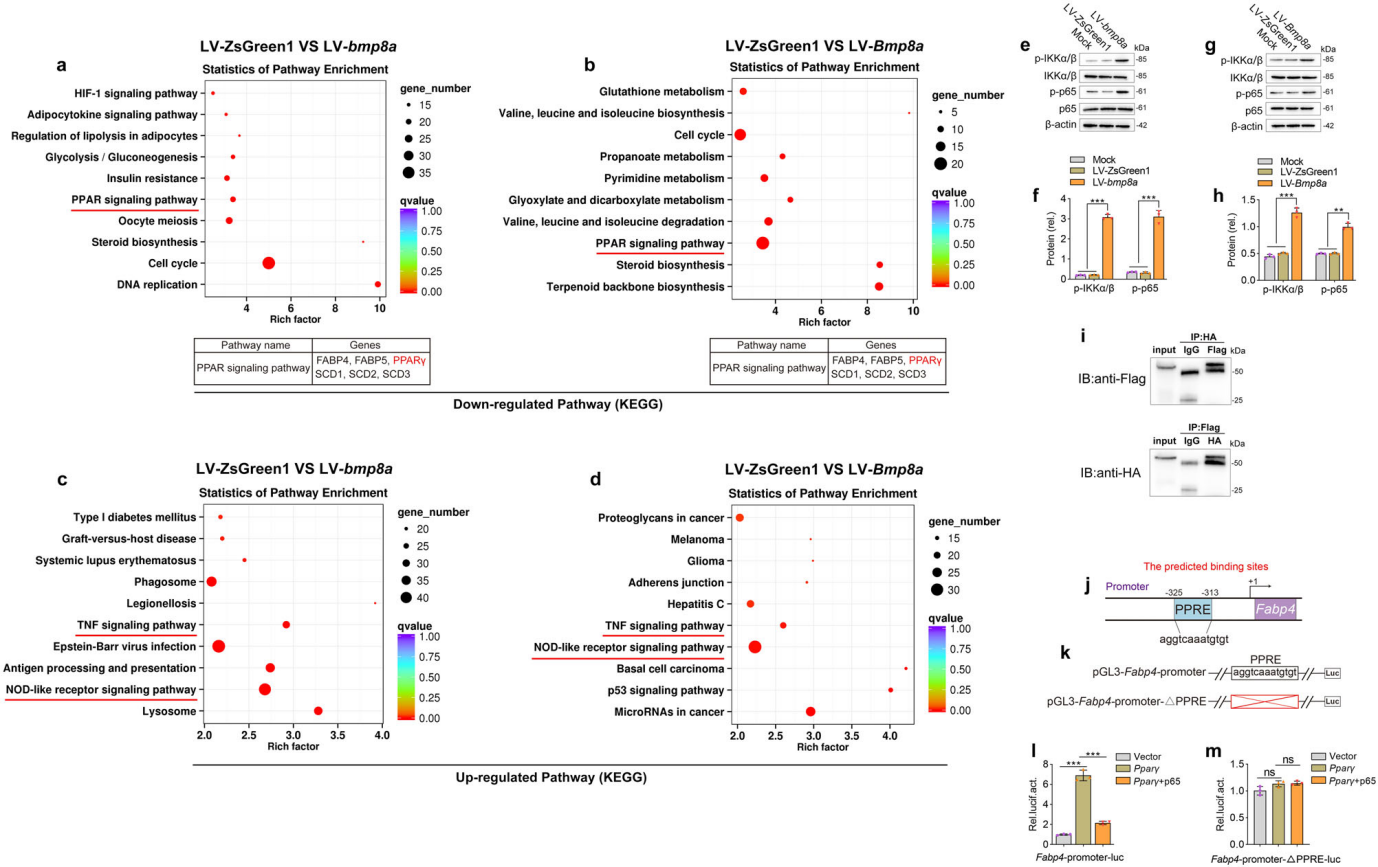
The interaction of NF-ĸB and PPARγ mediates the effect of Bmp8a on adipogenesis. **a**, **c** After induction of adipogenic differentiation, the downregulated (**a**) and upregulated (**c**) KEGG pathway in overexpression zebrafish *bmp8a* 3T3-L1 cells. **b**, **d** After induction of adipogenic differentiation, the downregulated (**b**) and upregulated (**d**) KEGG pathway in overexpression mouse *Bmp8a* 3T3-L1 cells. **e**, **f** Immunoblot analysis and quantification of p-IKKα/β and p-p65 in Mock, LV-ZsGreen1, and LV-*bmp8a* 3T3-L1 cells (*n* = 3). **g**, **h** Immunoblot analysis and quantification of p-IKKα/β and p-p65 in Mock, LV-ZsGreen1, and LV-*Bmp8a* 3T3-L1cells. Protein expression levels were quantified by ImageJ software and normalized to total protein (*n* = 3). **i** Co-immunoprecipitation and immunoblot analysis of co-transfected with PPARγ and p65 (*n* = 3). **j** Schematic drawing of predicted PPRE site in *Fabp4* promoter region. **k** Schematic drawing of WT and PPRE site mutation Luc-report plasmids. **l**, **m** Quantification of the activity of *Fabp4*-promoter (**l**) and *Fabp4*-promoter-ΔPPRE (**m**) luciferase reporters in mouse HEK293T cells transfected with Vector, pCMV-*Pparγ*, or co-transfected pCMV-*Pparγ* and pCMV-p65, respectively. *Renilla* luciferase was used as the internal control (*n* = 3). Data were from three independent experiments and were analyzed by One-way ANOVA and were presented as mean ± SD (ns not significant, **p < 0.01, ***p < 0.001).

We have shown that Bmp8a inhibits the expression of *Pparγ*, so we want to understand the relationship between NF-κB and PPARγ in regulating adipogenesis. Previous studies have revealed that NF-κB components p50 and p65 bind PPARγ directly in vitro by GST Pull-down assay^38^. Our co-immunoprecipitation (Co-IP) experiments confirmed that NF-κB (p65) interacts with PPARγ (Fig. 7i). We suspect that the interaction between NF-κB and PPARγ blocks PPARγ activation of its target genes, leading to inhibition of adipogenesis. To our knowledge, PPARγ regulates the expression of target genes by binding to peroxisome proliferator response elements (PPRE) in their promoters^39^. Fatty acid binding protein 4 (FABP4), as a target gene of PPARγ, promotes adipocyte differentiation^40^. We found that a putative PPRE is present in the promoter region of *Fabp4* (Fig. 7j). Not surprisingly, overexpression of PPARγ stimulated FABP4 expression. However, overexpression of both PPARγ and p65 impaired the ability of PPARγ to activate FABP4 expression (Fig. 7l). Deletion of PPRE in *Fabp4* promoter prevented PPARγ from activating FABP4 expression (Fig. 7m). Overall, these results indicate that Bmp8a regulates PPARγ activity through NF-κB signaling to inhibit adipocyte differentiation.

## Discussion

The BMPs are members of a large highly conserved family of extracellular polypeptide signaling molecules of the TGF-β superfamily. In *Mus musculus*, there are two members of the *Bmp8* gene, *Bmp8a* and *Bmp8b*, which arose from a recent duplication of a single gene^41^. However, only a single *bmp8a* gene is present in *D. rerio*^27^. BMP8B is induced by nutritional and thermogenic factors in mature brown adipose tissue (BAT), increasing the response to noradrenaline through enhanced p38MAPK/CREB signaling and increased lipase activity. *Bmp8b*^*-/-*^ mice exhibit impaired thermogenesis and reduced metabolic rate, causing weight gain^23^. BMP8A is almost absent from BAT, but enriched in white adipose tissue (WAT)^23^. There have been no reports on the role of BMP8A in adipose tissue. In this study, we showed that zebrafish Bmp8a or mouse BMP8A has an anti-fat effect by promoting fatty acid oxidation and reducing adipocyte differentiation.

Zebrafish as a model organism in many fields of research, is becoming an increasingly powerful tool in lipid research since the lipid metabolic pathway between fish and mammals is conserved^29,42–44^. We have previously shown that *bmp8a* mRNA expression in the intestine or brain significantly upregulated in obese zebrafish induced by a high fat diet^27^. In this study, we found that compared to WT, *bmp8a*^*-/-*^ zebrafish exhibited higher body weight and increased fat production, confirming the linking of Bmp8a with obesity. Furthermore, we showed that the expression of key genes associated with lipid metabolism (*lpl, lipc, adiponectin, pgc-1α*, and *pparα*), thermogenesis (*ucp1*), and appetite (*leptin*) were regulated by Bmp8a. Thus, Bmp8a appears to regulate obesity through multiple molecular pathways. Overall, we speculate that Bmp8a increases lipase activities such as Lpl and Lipc to hydrolyze triglyceride (TG) into free fatty acids (FFA). Subsequently, Bmp8a enhances FFA oxidation through AMPK or p38 MAPK pathway, thereby reducing lipid accumulation (Fig. 2n).

We also found fatty liver in *bmp8a*^*-/-*^ zebrafish. The liver is a crucial player in regulating lipid metabolism throughout the body. The lipogenesis, adipolysis, lipoprotein synthesis, and secretion are mainly carried out in the liver^45^. Meanwhile, dysregulation of lipid metabolism is increasingly recognized as a hallmark of obesity and non-alcoholic fatty liver disease (NAFLD)^46,47^. However, we are unsure about the causal relationship between the fatty liver and dysregulation of lipid metabolism in *bmp8a*^*-/-*^ zebrafish. Most likely, these two aspects lead and influence each other.

The role of BMP8A in regulating adipocyte differentiation is not yet clear. A series of transcriptional events coordinate the differentiation from preadipocytes to mature adipocytes^48^. Adipogenic factors C/EBPα and PPARγ are two central players in white adipocyte differentiation^49^. Here, we illustrated the inhibitory regulation of Bmp8a on adipogenesis by decreasing the expression of adipogenic markers (C/EBPα and PPARγ). Also, the expression of *pparγ* was increased in both liver and adipose tissue of *bmp8a*^*-/-*^ zebrafish compared to wild-type zebrafish (Supplementary Fig. 4). Therefore, it is conceivable that obesity could result if the inhibitory regulation of adipogenesis by Bmp8a is disrupted, which is consistent with our findings of significantly increased body weight in *bmp8a*^*-/-*^ zebrafish. Here the upregulation of the expression of *pparγ* does not seem to reconcile with the reduced expression of *adiponectin* and *lpl* in obese mutant zebrafish, but there are other comparable reports. For example, it was found that the adiponectin level in obese patients was significantly lower than in non-obese people^50,51^. Also, obesity can increase Bmp8a expression^27^.

BMP achieves its signaling activity by interacting with the heterotetrameric receptor complex of transmembrane serine/threonine kinase receptors, BMPR type I and BMPR type II. ALK2, ALK3, ALK4, ALK5, ALK6 and ALK7 were identified as BMPR type I, while BMPR2, ACVR2A, ACVR2B, TGFβR2 were identified as BMPR type II^35,36^. The *Alk6* gene was not found in 3T3-L1 cells, although ALK6 involved in the antivirus immunity in zebrafish^28^. Therefore, different BMP functions are achieved by binding to different BMP receptors. The activated receptor kinases are well known to transmit signals through Smad-dependent pathways, including Smad1/5/8 and Smad2/3 pathways, as well as Smad-independent pathways, including ERK, JNK, and p38 MAPK pathways^32–34^. It has been reported that Smad1/5/8 signaling is fundamental for priming and driving the commitment of 3T3-L1 cells toward adipogenic fates, whereas Smad2/3 activation may blunt adipogenesis via a negative feedback loop that reduces Smad1/5/8 signaling^52^. In this study, we found that Bmp8a inhibits adipogenesis by activating Smad2/3 signaling. We further showed that Smad2/3 could directly bind to the *Pparγ* promoter to inhibit its transcription. To our puzzled, Bmp8a could increase the phosphorylation level of Smad1/5/8, but Smad1/5/8 inhibitor DMH1 has no significant impact on the decrease of lipid content in *Bmp8a*-overexpressing 3T3-L1 cells. It would be interesting to gain a comprehensive understanding of the mechanism of regulation of Bmp8a on preadipocyte differentiation.

Recently, studies have found that BMP6 activity in the liver has a positive immune function^53^. Also, the NK cell-mediated cytotoxic signaling pathway in the liver of *Bmp9*^*-/-*^ mice was affected^26^. 

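Tests on all genes of a list, without the fold change cutoff, gave the following for the LV-*bmp8a* and LV-*Bmp8a* 3T3-L1 cells. The median log2 fold change of the tested NOD-like receptor signaling genes was 0.08 in LV-*bmp8a* cells, where 70 of 115 genes were higher than in LV-ZsGreen1 cells, and 0.11 in LV-*Bmp8a* cells, where 65 of 113 were higher. The camera test of limma, with a preset correlation of 0.01 between genes, compares a list with the other genes. Camera gave an adjusted p = 0.094 and an adjusted p = 0.0016 over the 15 lists. Limma's fry test takes that correlation from the data and asks whether a list changed at all. Fry gave an adjusted p = 0.0014 and an adjusted p = 6.2e-05, and both tests gave the upward direction. Since 8341 and 8538 genes had an adjusted limma P value under 0.05, a small fry p does not show a shift against other genes. The median of the TNF signaling genes was -0.11 in LV-*bmp8a* cells, where 40 of 93 genes were higher, and -0.14 in LV-*Bmp8a* cells, where 38 of 92 were. The limma camera test gave an adjusted p = 0.81 and an adjusted p = 0.95 for the TNF signaling genes, and limma's fry test a shift downward in both lines (adjusted p = 0.00055 and adjusted p = 0.010). Part of this fall goes with the scaling of the libraries: the median of all genes tested was -0.05 and -0.09, and the median of the TNF signaling genes was -0.05 and -0.06 with TMM scaling factors and -0.05 and -0.07 with quantile normalization. *Tnf* and *Il1b* are not listed in any of the 9 libraries.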

Here we found that Bmp8a could increase NOD-like receptor signaling and TNF signaling in 3T3-L1 cells, indicating the role of Bmp8a in regulating the immune process. Adipocytes have an innate antiviral system that regulates adipocyte function^54^. The preadipocytes express antiviral pattern recognition receptors such as TLR3, MDA5, and RIG-I, which can respond to the virus by producing IL6, TNFa and type I IFNs^54^. Meanwhile, virus stimulation also inhibits the differentiation of preadipocytes into adipocytes^54^. This finding can be explained from an evolutionarily view of the host response; that is, to inhibit adipocyte differentiation and conserve energy against infection under virus stimulation^55^. However, the mechanism by which virus stimulation inhibits preadipocyte differentiation remains unclear. NF-κB is a downstream molecule of both NOD-like receptor signaling and TNF signaling pathways. We further revealed that Bmp8a could activate the NF-κB signaling. It has been reported that NF-κB inhibits the expression of PPARγ^56^, but the mechanism by which it inhibits PPARγ expression remains unclear. We confirmed the interaction of NF-κB and PPARγ, and the binding blocked PPARγ to activate its target gene *FABP4*, thereby inhibiting adipocyte differentiation. The interaction of NF-κB and PPARγ provides a functional linker between immune regulation and adipocyte differentiation (Fig. 8). In addition, it should also note that since NF-κB is an inflammatory signaling, it would be interesting to check what is the inflammatory status of adipose tissue and liver of mutant *bmp8a*^*-/-*^ zebrafish. We found that the expression of pro-inflammatory genes, *tnfα* and *il-1β*, were elevated in *bmp8a*^*-/-*^ zebrafish liver and adipose tissue (Supplementary Fig. 5). Considering the pro-inflammatory cytokines are generally produced in obesity^57^, our data are in line with our observation that a prominent fatty liver appeared in *bmp8a*^*-/-*^ zebrafish (Fig. 1e). Thus, we provided the evidence on the interesting effect of Bmp8a not only on adipogenesis, but also on inflammation.

**Fig. 8:**
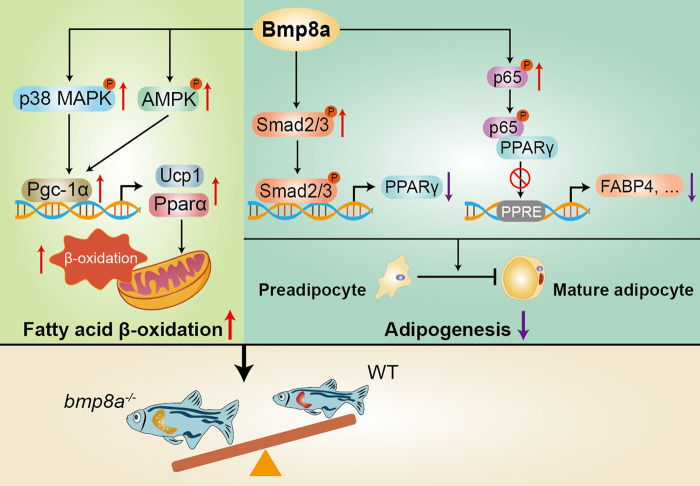
Schematic illustration of Bmp8a effect on the regulation of lipid metabolism and adipocyte differentiation. Bmp8a is required for fatty acid oxidation and regulates adipogenesis as evidenced by weight gain and fatty liver of zebrafish lacking Bmp8a.

In conclusion, we reported that *bmp8a*^*-/-*^ zebrafish displayed obesity and fatty liver by decreasing fatty acid oxidation via downregulation of the phosphorylation of AMPK and ACC. Bmp8a suppresses the differentiation of 3T3-L1 preadipocytes into mature adipocytes by increasing the Smad2/3 signal. Bmp8a overexpression markedly increases NOD-like receptor signaling and TNF signaling pathways in 3T3-L1 cells. Furthermore, NF-κB interacts with PPARγ, providing a signaling bridge between immune regulation and adipocyte differentiation. We bring a previously unidentified insight into Bmp8a-mediated adipogenesis. These findings will provide a window into adipose development and metabolism, and bring a basis for the development of strategies targeting obesity and metabolic imbalance.

## Methods

### Zebrafish

All animal experiments were performed in accordance with the Institutional Animal Care and Use Committee of the Ocean University of China (SD2007695). The zebrafish *bmp8a* gene homozygous mutant lines (*bmp8a*^*-/-*^) were established from the zebrafish AB line using TALENs technology^28^. Embryos from natural matings were grown at 28 °C. Female zebrafish were used for the experiments unless otherwise specified.

### Cell culture

Mouse preadipocytes 3T3-L1 and human HEK293T cells were obtained from ATCC. The zebrafish liver cells (ZFL) were acquired from the China Zebrafish Resource Center (CZRC). 3T3-L1 and HEK293T cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM, VivaCell, #C3113-0500) supplemented with 10% fetal bovine serum (FBS, Gibco, #26140-097) and penicillin/streptomycin at 37 °C in a humidified incubator with 5% CO_2_. The ZFL cells were maintained in DMEM/F-12 media supplemented with 10% FBS and penicillin/ streptomycin at 37 °C in a humidified incubator with 5% CO_2_. All cell lines were subjected to the examination of mycoplasma contamination and were cultured for no more than 1 month. The cell morphology was confirmed periodically to avoid cross-contamination or misuse of cell lines.

### Induction of differentiation in 3T3-L1 cells

Briefly, two days after reaching 100% confluency (Day 0), 3T3-L1 preadipocytes were treated with MDI cocktail, including 1 μg/ml insulin (beyotime, #P3376), 0.25 μM dexamethasone (DEX, Sigma-Aldrich, #D4902), and 0.5 mM isobutylmethylxanthine (IBMX, Sigma-Aldrich, #SI-I7018) for 48 h. Then, cells were transferred to DMEM with insulin (1 μg/ml) and 10% FBS for 2 days. Afterward, cells were cultured in DMEM containing 10% FBS and the medium was replaced every 2 days until more than 90% of cells showed adipocyte morphology.

### Lentiviral production and stable transfection cells

HEK-293T cells were co-transfected with Lentiviral vectors (pLVX-mCMV-ZsGreen1-Puro, Youbio, #VT8138; pLVX-shRNA2, Youbio, #VT1457) and packaging vectors (pMD2.G, Addgene, #12259; psPAX2, Addgene, #12260) using FuGENE HD Transfection Reagent (Promega, #E2311) were packaged in HEK293T cells and concentrated using the Lentivirus Concentration Solution Kit (Yeasen, #41101ES50). After transfection into 3T3-L1 cells, 2 μg/ml puromycin (Solarbio, #P8230) was used to select stable cells. The survival cells were expanded and confirmed by western blot.

### Plasmid construction

The open reading frames (ORF) of zebrafish *bmp8a*, mouse (*Alk2*, *Alk3*, *Alk4*, *Alk5*, *Alk7*, *Acvr2a*, *Acvr2b*, *Bmpr2*, *Tgfβr2, Pparγ*) were cloned into the pCMV-C-Flag vector for the eukaryotic expression, respectively. The mouse Bmp8a and p65 ORF were cloned into the pCMV-C-HA vector for the eukaryotic expression, respectively. The zebrafish bmp8a and mouse Bmp8a ORF were cloned to pLVX-mCMV-ZsGreen1-Puro vector, respectively. Dominant negative mutant plasmids Alk3-ΔGS (delete the sequence of 5’-AGCTCTGGGAGTGGATCTGGA-3’ encoding the GS domain), Alk4-ΔGS (delete the sequence of 5’-TCAGGGTCTGGCTCAGGG-3’ encoding the GS domain), Alk5-ΔGS (delete the sequence of 5’-TCAGGGTCTGGATCAGGT-3 ’ encoding the GS domain) were cloned to pLVX-mCMV-ZsGreen1-Puro vector, respectively. The sequences (shRNA-*Bmp8a*#1: ACACCGTAACATGGTGGTCAA; shRNA-*Bmp8a*#2: ACAGCCTTTCATGGTAACCTT; shRNA-scrambled: CCTAAGGTTAAGTCGCCCTCG) were cloned to pLVX-shRNA2-Puro vector, respectively. The deletions and mutations were created using Mut Express II Fast Mutagenesis Kit V2 (Vazyme, #C214-01). All constructs were confirmed by DNA sequencing. The primer sequences used in this study were listed in Supplemental Table 1.

### Weight measurement

Weight (g) was measured by putting the fish into a small beaker of facility water on a scale and subtracting the non-fish weight.

### Anesthesia

Tricaine (Sigma-Aldrich, #E10521) was used at 0.02% in water, at 28.5 °C. Fish were transferred to a beaker containing Tricaine and then monitored for signs that they had reached loss of reactivity. For anesthetics, loss of reactivity was typically reached within 60 s^58^.

### Hepatic histopathology analysis

The tissue was fixed, dehydrated, embedded and Oil red stained according to procedures^59^. In brief, fresh livers were washed two times with PBS to remove impurities such as blood and then fixed in 4% (w/v) paraformaldehyde (PFA, Beyotime, #P0099) for 2 h at 4 °C. Tissue blocks were embedded in opti-mum cutting temperature compound (OCT, Leica, #03803389). The 5 µm thick liver sections were prepared using Cryostat Microtome (Leica, CM1950). Finally, samples were subjected to Oil Red O (Solarbio, #G1260) staining. The histopathological examination of the liver was performed under a Zeiss Axio Imager A1 microscope.

### Determination of serum levels of TC, TG, and GLU

The zebrafish were fasted for 12 h and then anesthetized. Blood was collected by holding a heparinized microcapillary tube (Kimble, #41B2501) after decapitation. The blood was allowed to settle for 1.5 h and then centrifuged at 4 °C, 12,000 × *g*, for 12 min. The whole blood levels of TG, TC, and GLU were measured by a fully automated biochemistry analyzer (SMT-120VP, Seamaty).

### Determination of liver and adipose tissue levels of TC, TG

The zebrafish were fasted for 12 h and then anesthetized. Fresh liver and adipose tissues were collected, rinsed with PBS (pH 7.4) at 4 °C, blotted to filter paper, weighed, placed into a homogenization vessel, homogenized by adding Isopropanol at a ratio of weight (g): Volume (ml) = 1:9 at 4 °C, centrifuged at 10,000 × *g* for 10 min at 4 °C, and the supernatant placed on ice to be tested. The levels of TG and TC were analyzed using assay kits (Triglyceride Colorimetric Assay Kit, #E-BC-K261-M; Total Cholesterol Colorimetric Assay Kit, #E-BC-K109-M) purchased from Elabscience Biotechnology according to the manufacturer’s instructions.

### Immunoblot analysis and co-immunoprecipitation

Cultured cells were lysed in NP-40 buffer (Beyotime, #P0013F) for 20 min on ice. After centrifugation for 10 min at 13,000 × *g*, 4 °C, supernatants were incubated with Protein A + G Agarose (Beyotime, #P2055) coupled to indicated antibody for overnight. The sepharose beads were washed three times with 1 ml NP-40 buffer. For immunoblot analysis, immunoprecipitates or whole-cell lysates were separated by SDS-PAGE, electro-transferred to PVDF membranes and blocked for 4 h with 4% bovine serum albumin (BSA) in PBS-T (phosphate buffered saline supplement with 0.1% Tween 20), followed by blotting with the appropriate antibodies and detection by Omni-ECL™Femto Light Chemiluminescence Kit (Epizyme, #SQ201). The membrane was visualized using a fluorescent Western blot imaging system (ChampChemi™ 610 plus, Sagecreation). The integrated absorbance (IA = mean grey value) of the protein bands was measured using ImageJ. The target protein expression level was presented as the ratio of the IA of the target protein to the IA of β-actin or total protein.

### Antibodies

Antibodies from Affinity Biosciences: p-Smad1/5/8 (1:1000, #AF8313), Smad1/5/8 (1:1000, #AF0614), PPARγ (1:1000, #bs-4590R), UCP1 (1:1000, #72298). Antibodies from Beyotime: HA tag (1:1000, #AH158), Flag tag (1:1000, #AF519). Antibodies from Sangon Biotech: p-ACC (1:1000, #D155180), ACC (1:1000, #D155300). Antibodies from Abcam: BMP8A (1:1000, #154373). Antibodies from ZenBio: p-AMPK (1:1000, #R26252), AMPK (1:1000, #380431), PGC-1α (1:1000, #381615). Antibodies from CWBIO: goat anti-Rabbit IgG HRP secondary antibody (1:4000, #CW0103S), goat anti-Mouse IgG HRP Conjugated (1:4000, # CW0102). Antibodies from Bioss: p38 MAPK (1:1000, #bs-0637R), p-p38 MAPK (1:1000, #bs-2210R), β-actin (1:2000, #bs-0061R), p-JNK (1:1000, #bs-1640R), JNK (1:1000, #bs-2592R), C/EBPα (1:1000, #AF6333), p-Smad2/3 (1:1000, #AF3367), Smad2/3 (1:1000, #AF6367), p-ERK1/2 (1:1000, #AF1015), ERK1/2 (1:1000, #AF0155), p-p65 (1:1000, #AF2006), p65 (1:1000, #AF5006), p-IKKα/β (1:1000, #AF3013), IKKα/β (1:1000, # AF6014).

### Drug treatment and analysis

Smad1/5/8 inhibitor DMH1(Selleck, #S7146), Smad2/3 inhibitor TP0427736 HCl (Selleck, #S8700), were dissolved in dimethyl sulfoxide (DMSO). The cells were treated with each inhibitor, which was diluted with culture medium at concentrations of 5 μM.

### In vivo labeling and imaging of zebrafish adipocytes

Nile Red (Solarbio, # N8440) was dissolved in acetone at 1.25 mg/ml and stored in the dark at 20 °C. Vessels containing live unanesthetized zebrafish were supplemented with Nile Red to a final working concentration of 0.5 μg/ml and then placed in the dark for 30 min. Zebrafish were anesthetized in Tricaine (Sigma-Aldrich, #E10521), mounted in 3% methylcellulose, and imaged using a Leica MZ16F fluorescence stereomicroscope.

### Luciferase assays

Luciferase activity levels were measured according to the manufacturer’s instructions (Luc-Pair Duo-Luciferase Assay Kits 2.0, iGene Biotechnology, #LF002). Briefly, HEK293T cells were plated at 6 ×10^4^ cell/well in 24-well plates and cotransfected with various constructs at a ratio of 10:10:1 (BRE- or CAGA-driven luciferase reporter/expression plasmid/pRL-TK) using FuGENE HD Transfection Reagent. The luciferase reporter activity was measured using the Spark 20 M multifunctional microplate reader. Data were normalized by calculating the ratio of Firefly/*Renilla* luciferase activity.

### Oil red O staining

After induction of adipogenic differentiation, 3T3-L1 cells were rinsed three times with PBS and then fixed for 20 min with 4% PFA. The cells were treated with 60% isopropanol in H_2_O for 2 min and then stained in freshly diluted Oil Red O solution (Oil Red O Saturated Solution (Solarbio, #G1260) was diluted with water (3:2), filtered through a 0.45 µm filter) for 30 min. Cells were then washed with 60% isopropanol in H_2_O and twice with PBS. The cells were observed in H_2_O under a microscope and photographed. Oil Red O was extracted with 100% isopropanol, and the absorbance reading was performed at OD_492_ nm.

### RNA quantification

RNA was isolated using the Trizol Reagent (Invitrogen, #15596026). Generally, RNA was reversed to cDNAs by PrimeScript™ RT reagent Kit with gDNA Eraser (TaKaRa, #RP047A). Samples without reverse transcriptase were also added as control. Gene expression was determined by amplifying the cDNA with ChamQ SYBR Color qPCR Master Mix (Vazyme, #Q431-02) by using an ABI 7500 Fast Real-Time PCR System (Applied Biosystems, USA). Gene expression levels were normalized to an internal control gene (zebrafish *β-actin* or mouse *Gapdh*). All qRT-PCR experiments were performed in triplicate and repeated three times. The primer sequences were described in Supplementary Table 2.

### RNA sequencing

RNA sequencing was accomplished by Beijing Baimaike Biotechnology Co., Ltd (Beijing, China). Total RNA was isolated from 3T3-L1 cells using the TRIzol reagent (Invitrogen, #15596026). For RNA-sequencing analysis, three independent samples from each group, including (group 1, LV-ZsGreen1), (group 2, LV-*bmp8a*), and (group 3, LV-*Bmp8a*), were collected. Sequencing libraries were generated using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB, #E7530L). Sequencing was performed on an Illumina NovaSeq 6000, and 150-nucleotide paired-end reads were generated. At least 6 GB of clean data with >94% of them above Q30 were produced for each sample. HISAT2 and StringTie were used to align the reads and to analyze the transcripts^60,61^. The DEGseq R package was used to identify differentially expressed genes. The whole analysis was performed on BMKCloud (www.biocloud.net).

### Statistics and reproducibility

All the experiments were performed in triplicate and three independent repeats. Statistical analyses were performed using GraphPad Prism 8.0.2. Data are presented as mean ± SD. One-way ANOVA or two-tailed Student’s *t*-test was used to determine the *p* value. *p < 0.05, **p < 0.01, ***p < 0.001; ns, not significant, *p*  >  0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The RNA-seq data have been deposited in NCBI Gene Expression Omnibus (GEO) under the accession number GSE233566. The source data for the graphs are provided as an Excel file in Supplementary Data 1. Supplementary Fig. 6–11 contain uncropped and unedited blot/gel images with size marker. All data are available from the corresponding author upon reasonable request.

# Supplementary material for: Bmp8a deletion leads to obesity through regulation of lipid metabolism and adipocyte differentiation
**Source:** Commun Biol. 2023 Aug 8;6:824. doi: 10.1038/s42003-023-05194-2
**Supplement:** Supplementary file 2 — Supplementary Information

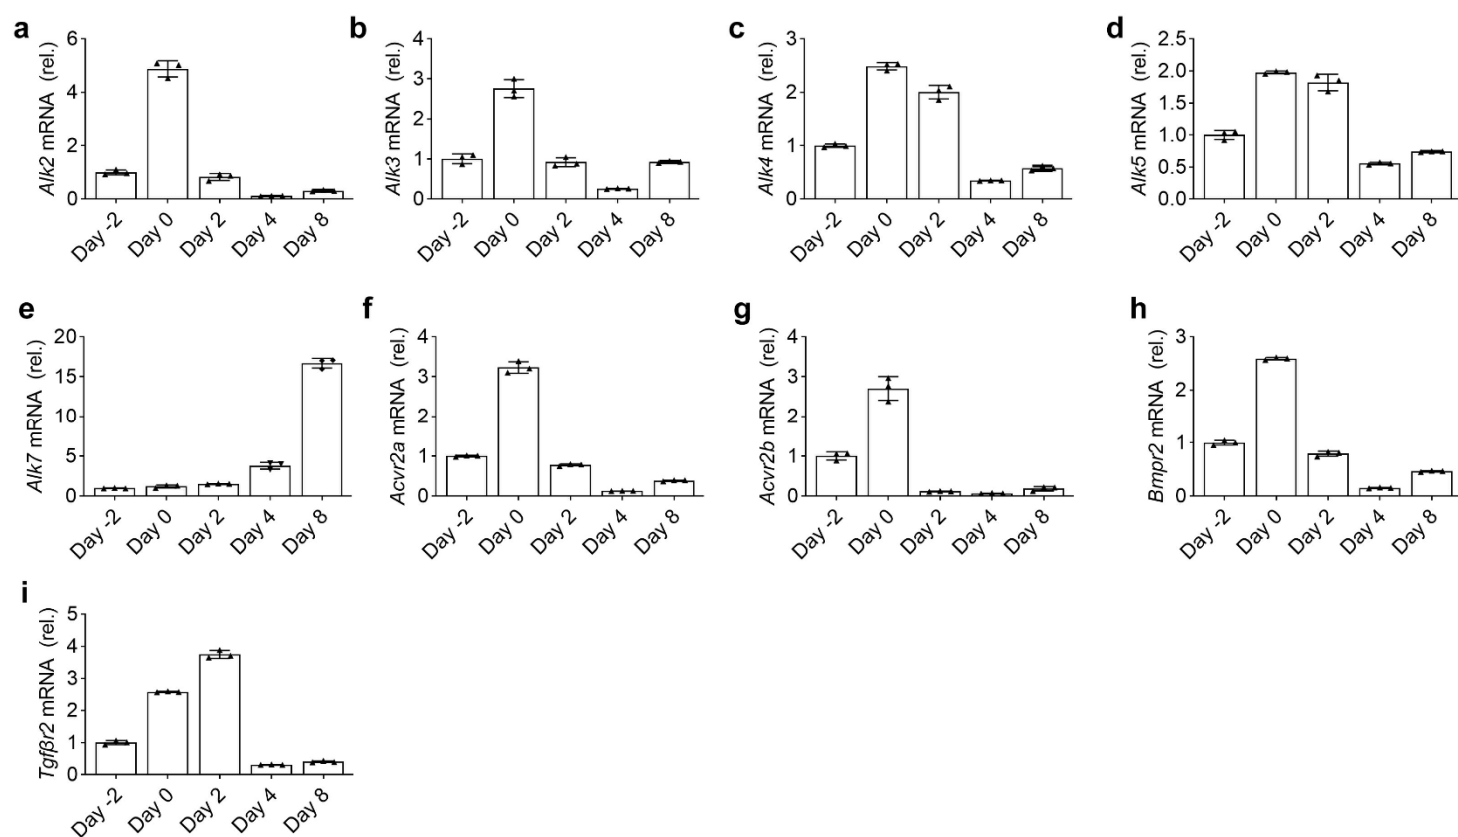

**Supplementary Fig.1: The mRNA expression pattern of BMP type I receptors and BMP type II receptors during 3T3-L1 cells differentiated into adipocytes.** Quantitative RT-PCR analysis of BMP type I receptors (*Alk2* (a), *Alk3* (b), *Alk4* (c), *Alk5* (d), *Alk7* (e)) and BMP type II receptors (*Acr2a* (f), *Acvr2b* (g), *Bmpr2* (h), *Tgfβ2* (i)) during 3T3-L1 cells adipocyte differentiation ( $n = 3$ ). Data were representative of at least three independent experiments.

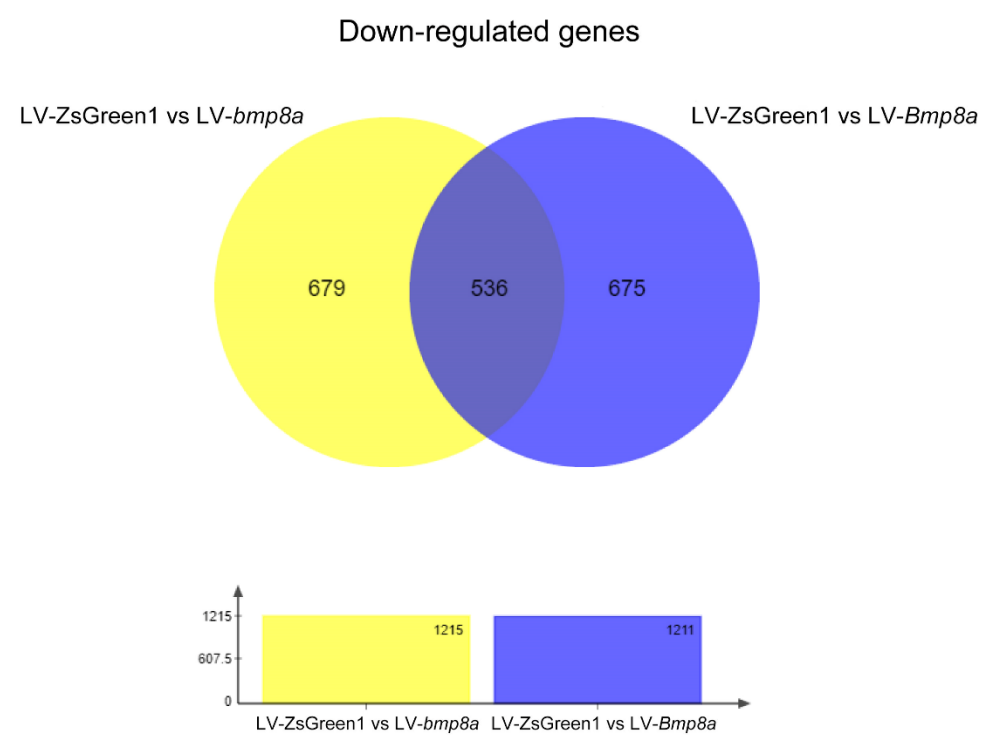

**Supplementary Fig. 2: Venn diagram of down-regulated genes expression in two compared groups.**

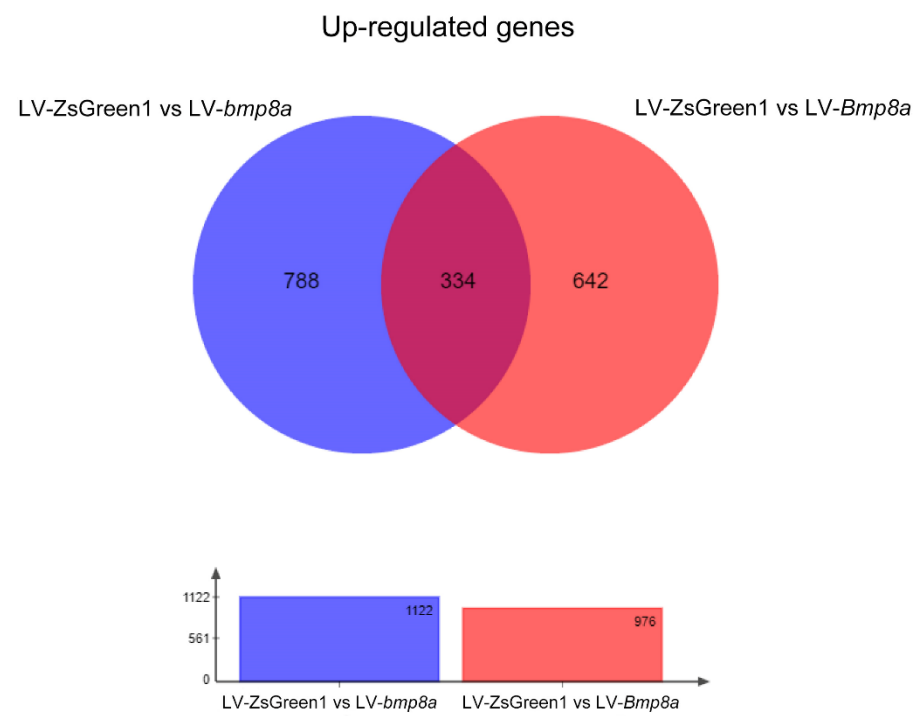

**Supplementary Fig. 3: Venn diagram of up-regulated genes expression in two compared groups.**

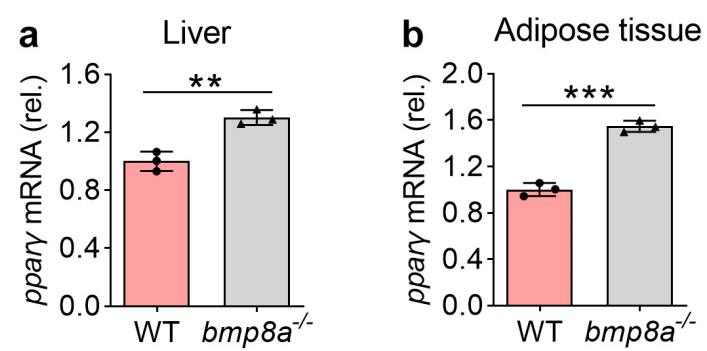

**Supplementary Fig. 4: Expression of *ppary* in the WT and *bmp8a*<sup>-/-</sup> zebrafish.** The qPCR analysis of *ppary* mRNA level in the liver (**a**,  $n = 3$ ) and adipose tissue (**b**,  $n = 3$ ) from WT or *bmp8a*<sup>-/-</sup> zebrafish. Data were analyzed by Student's *t*-test (two-tailed). All data were presented as mean  $\pm$  SD (\*\* $p < 0.01$ , \*\*\* $p < 0.001$ ). Data were representative of at least three independent experiments.

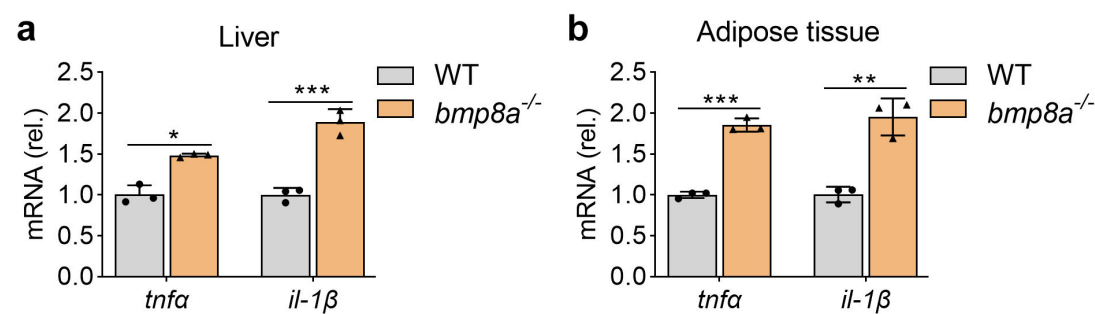

**Supplementary Fig. 5: Expression of *tnfa* and *il-1β* in the WT and *bmp8a*<sup>-/-</sup> zebrafish.** The qPCR analysis of *tnfa* and *il-1β* mRNA level in the liver (**a**,  $n = 3$ ) and adipose tissue (**b**,  $n = 3$ ) from WT or *bmp8a*<sup>-/-</sup> zebrafish. Data were analyzed by One-way ANOVA and were presented as mean  $\pm$  SD (\* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ ). Data were representative of at least three independent experiments.

Supplementary Fig. 6: Scans of immunoblots in Fig. 2.

**Fig.2h**

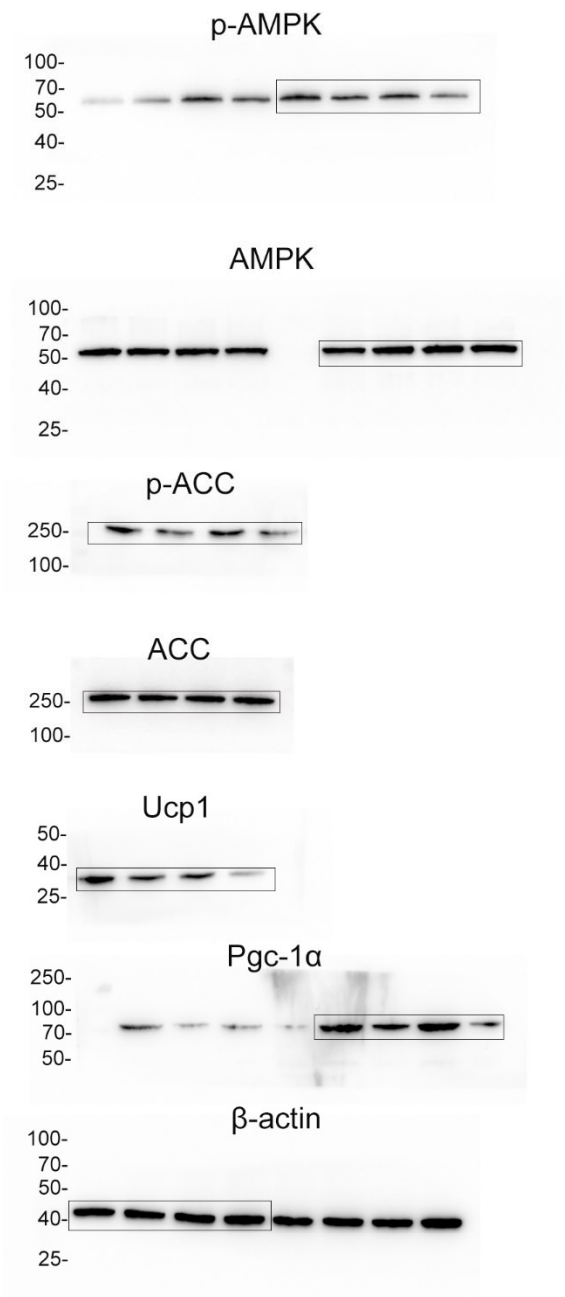

**Fig.2k**

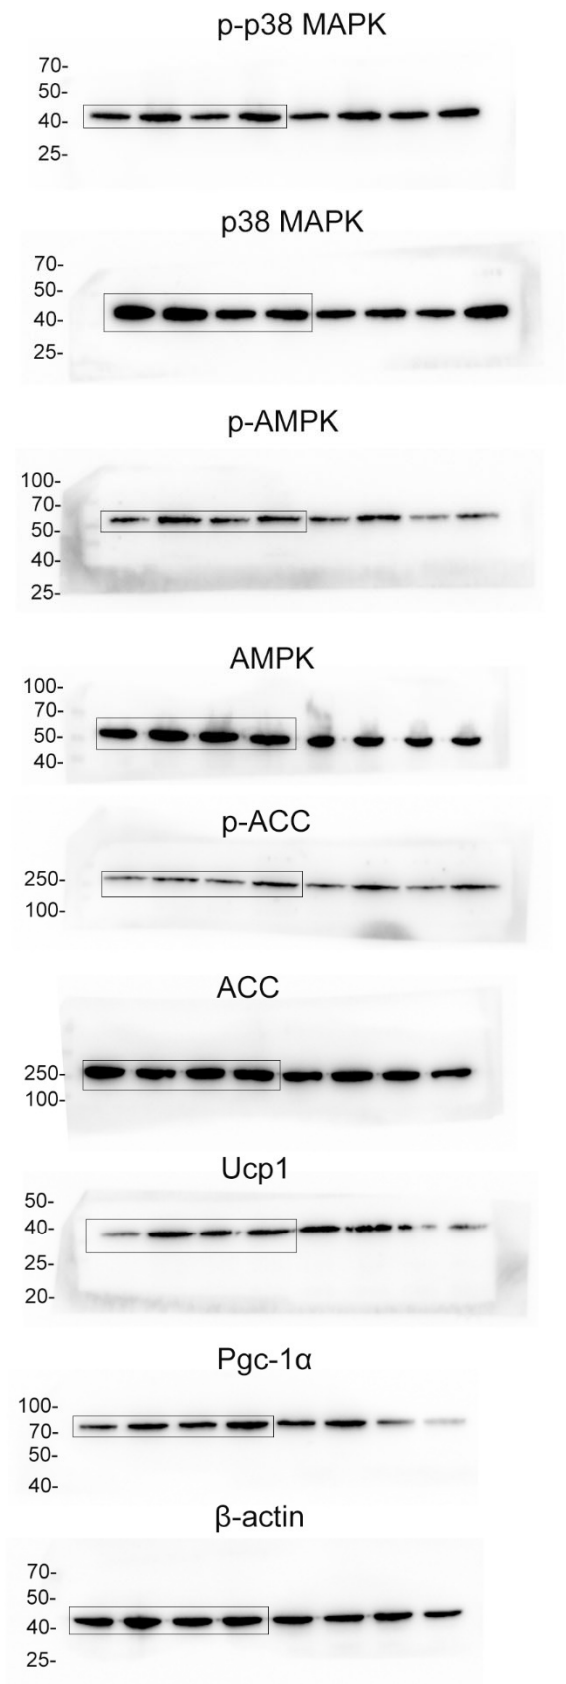

Supplementary Fig. 7: Scans of immunoblots in Fig. 3.

**Fig.3c**

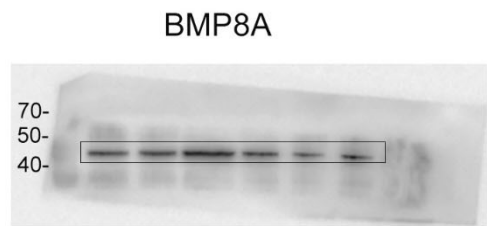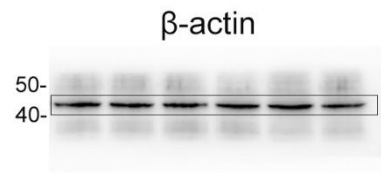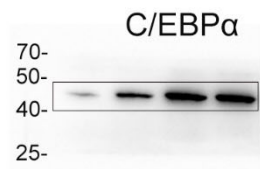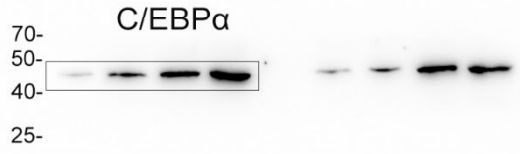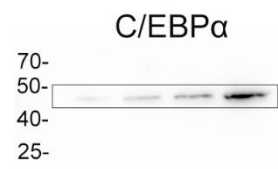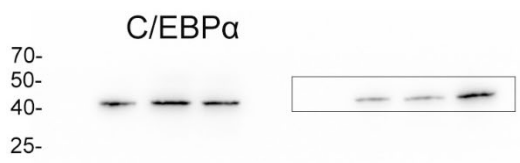

**Fig.3k**

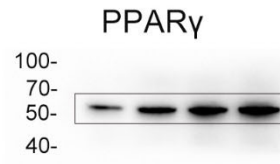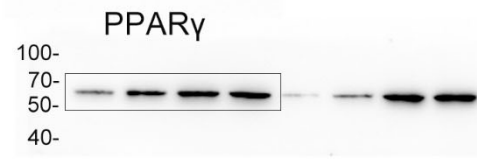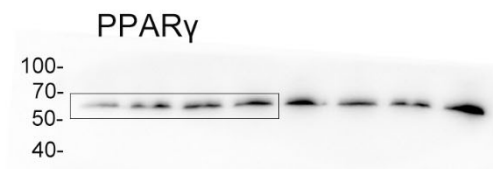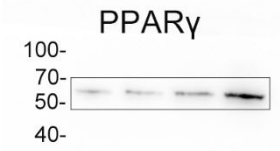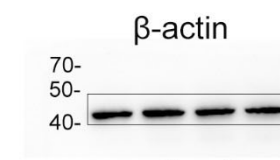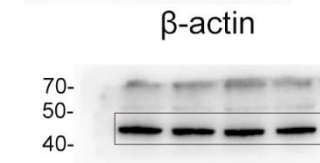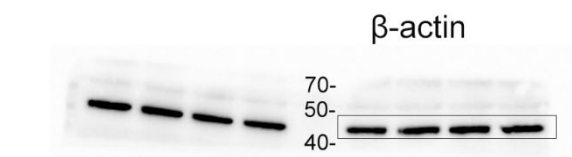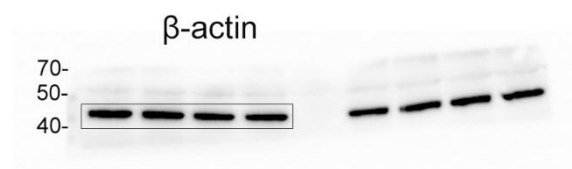

Supplementary Fig. 8: Scans of immunoblots in Fig. 4.

Fig.4g

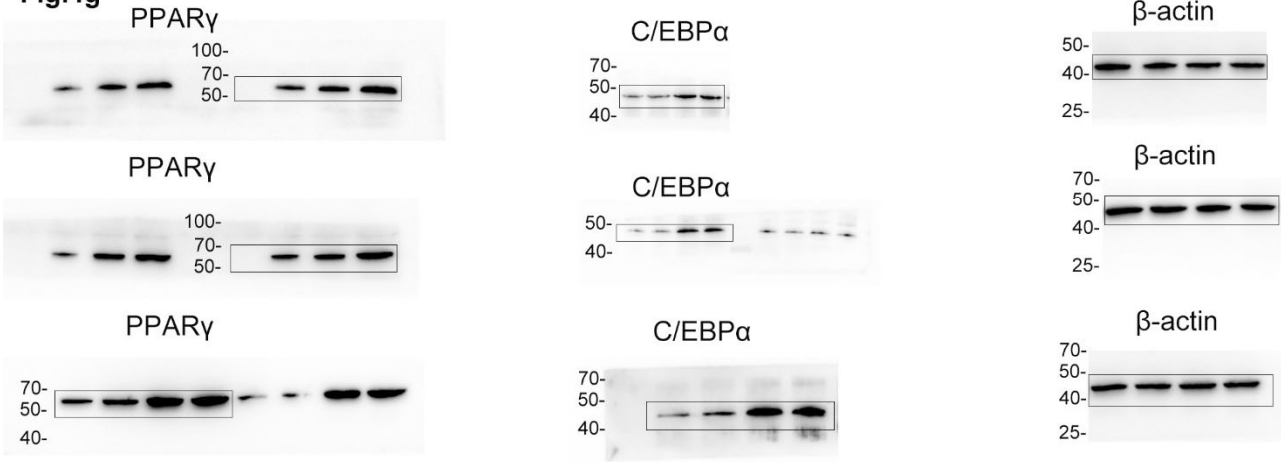

Supplementary Fig. 9: Scans of immunoblots in Fig. 5.

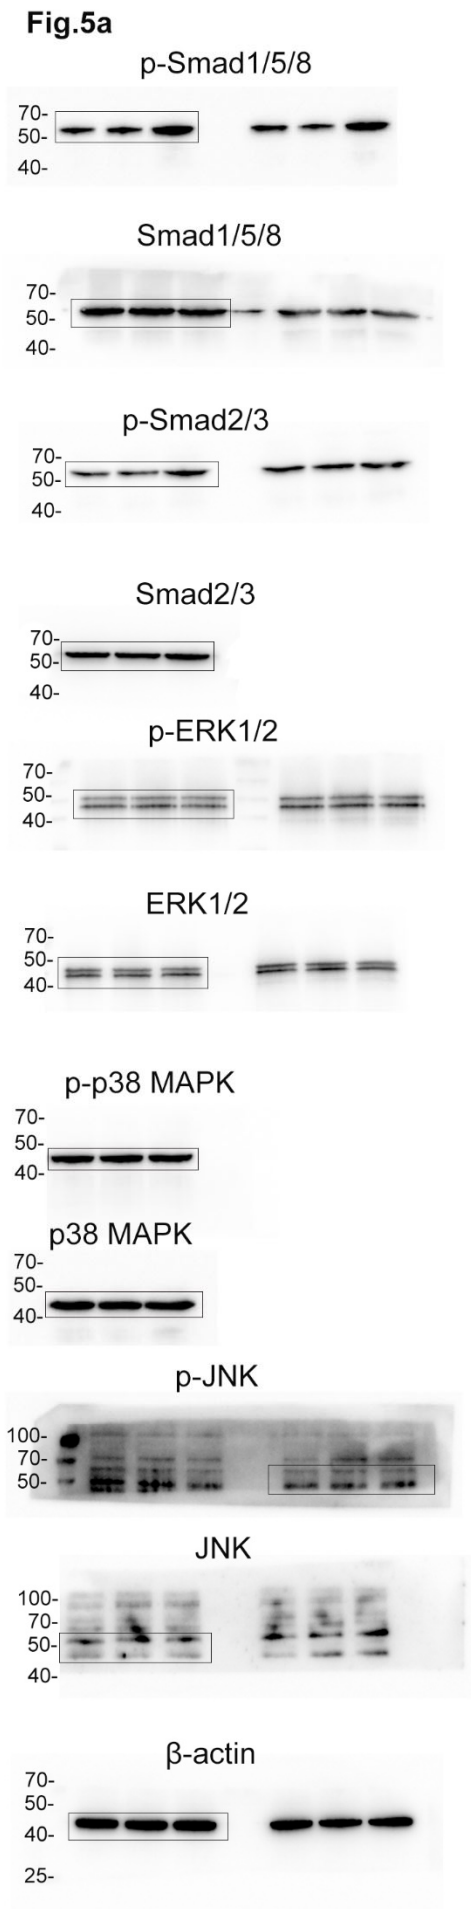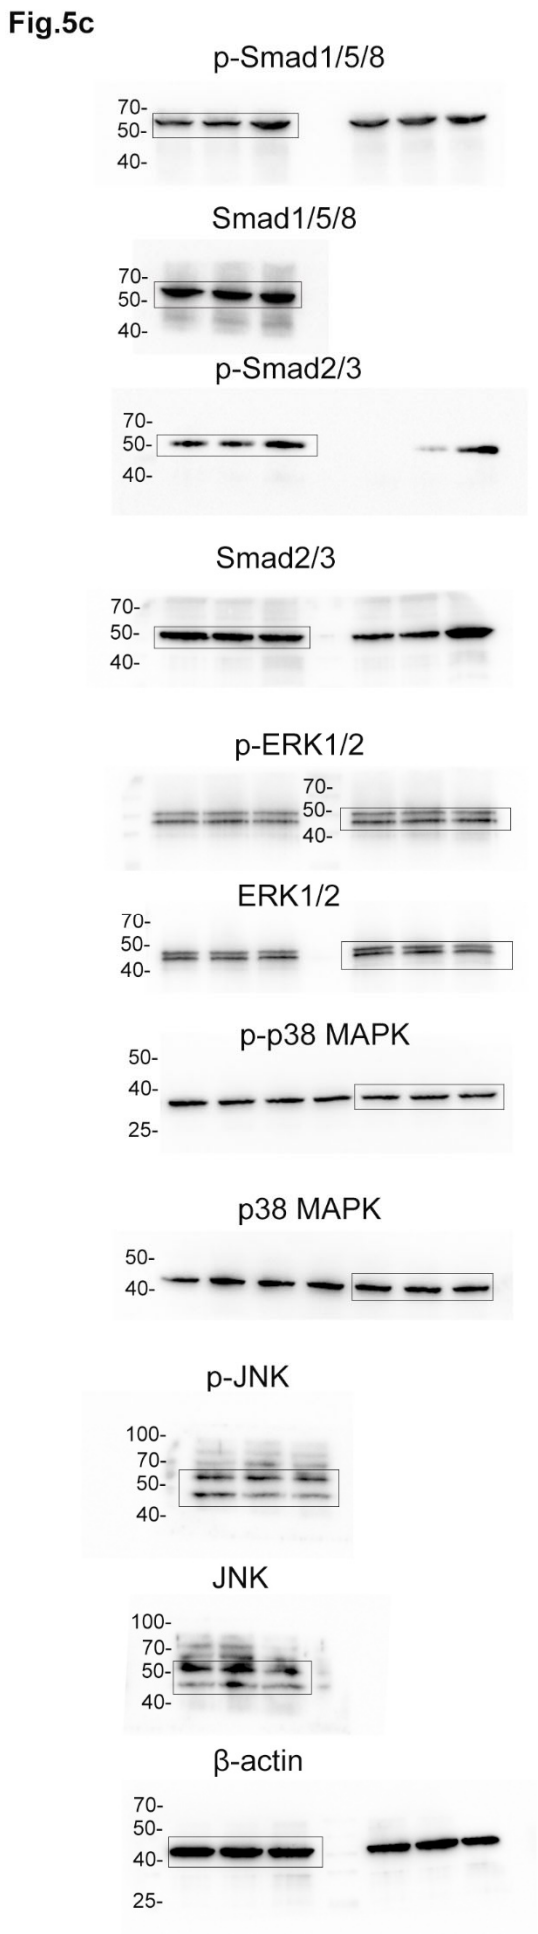

Supplementary Fig. 10: Scans of immunoblots in Fig. 6.

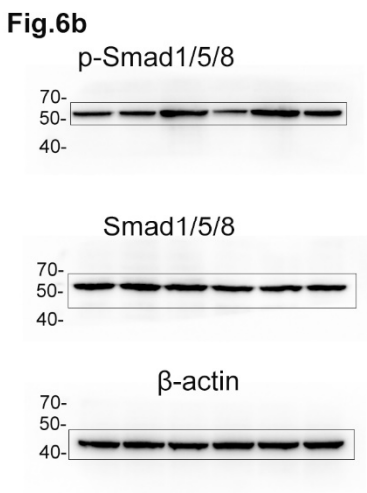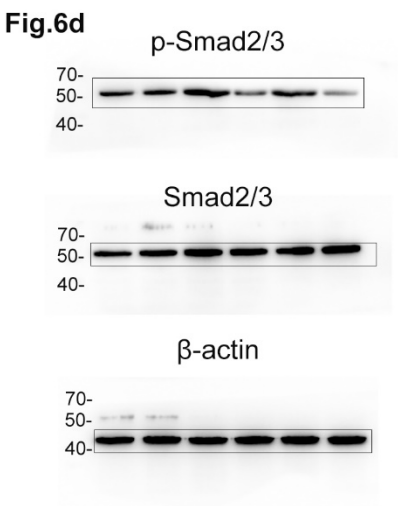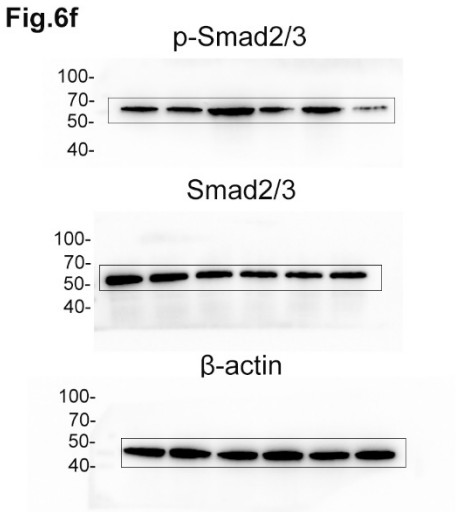

Supplementary Fig. 11: Scans of immunoblots in Fig. 7.

Fig.7e

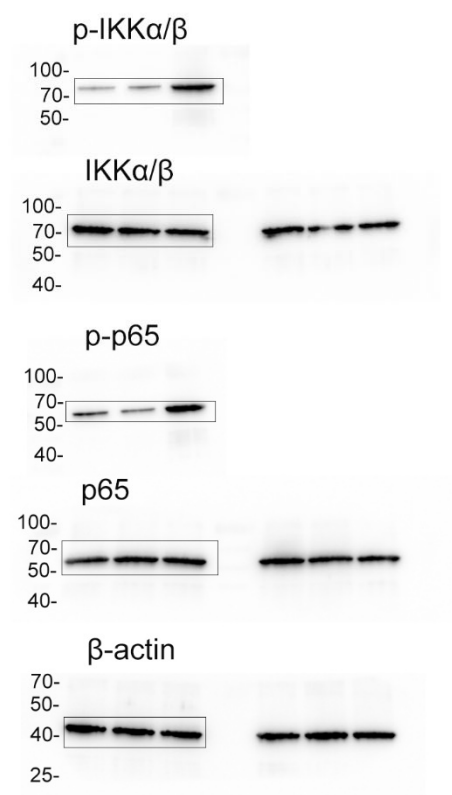

Fig.7g

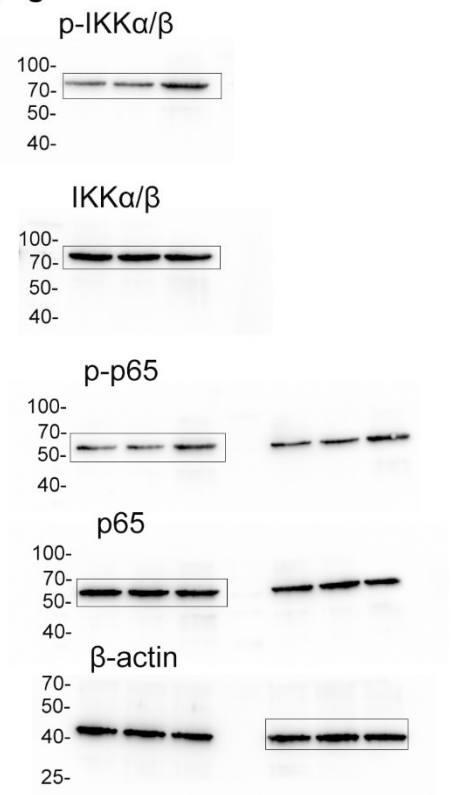

Fig.7i

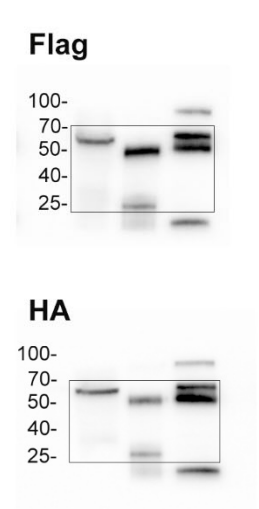

**Supplementary Table 1.** Oligonucleotides used in this study.

|           | Primer names          | Sequences (5' to 3')    | Applications |
|-----------|-----------------------|-------------------------|--------------|
| mouse     | <i>Alk2</i> -F        | GGTCCTGTCCTCTTCCTATCC   | qRT-PCR      |
|           | <i>Alk2</i> -R        | CCAGTCACAAGTCACGCAAA    |              |
|           | <i>Alk3</i> -F        | GACTTTAGCACCCAGAGGATACC |              |
|           | <i>Alk3</i> -R        | AGAGCCTTCATACTTCATACACC |              |
|           | <i>Alk4</i> -F        | CTGGTGGCAGAGTTATGAG     |              |
|           | <i>Alk4</i> -R        | GCAGAAACAAGAGGTAGGC     |              |
|           | <i>Alk5</i> -F        | AAGTCAGTCCGTTGGGTC      |              |
|           | <i>Alk5</i> -R        | TGGGGATTGGTATCACTATGTT  |              |
|           | <i>Alk6</i> -F        | CGCTATATGCCTCCAGAA      |              |
|           | <i>Alk6</i> -R        | TCCACTATACCTCCAGAAAC    |              |
|           | <i>Alk7</i> -F        | GTTTCCCGAACCCCAT        |              |
|           | <i>Alk7</i> -R        | CGCTTCCCTCATACTCACA     |              |
|           | <i>Tgfβr2</i> -F      | GAAAAGTGCGTTCGTGAG      |              |
|           | <i>Tgfβr2</i> -R      | CATACAAAGAGCCCTGACC     |              |
|           | <i>Acvr2b</i> -F      | CTGCTTACGAACCTGACG      |              |
|           | <i>Acvr2b</i> -R      | GACTTGGCTACCCATCCT      |              |
|           | <i>Acvr2a</i> -F      | AATGCTCTGTGAAACGATAG    |              |
|           | <i>Acvr2a</i> -R      | CCAGTTCAGAGTCCCAGTC     |              |
|           | <i>Bmpr2</i> -F       | CATTGGGTTGACCGTTGG      |              |
|           | <i>Bmpr2</i> -R       | TTGGA CTCTACTGGGAGG     |              |
|           | <i>Bmp8a</i> -F       | ATTCCACTTTGACCTAACCC    |              |
|           | <i>Bmp8a</i> -R       | TTGTCGTCCAAGCAGACC      |              |
|           | <i>Gapdh</i> -F       | GGCTGCCCAGAACATCAT      |              |
|           | <i>Gapdh</i> -R       | CGGACACATTGGGGGTAG      |              |
|           | <i>Pparγ</i> -F       | CATCCAAGACAACCTGCTGCA   |              |
|           | <i>Pparγ</i> -R       | TGACGATCTGCCTGAGGTCTGT  |              |
|           | <i>C/ebpα</i> -F      | CAAGAACAGCAACGAGTACCG   |              |
|           | <i>C/ebpα</i> -R      | GTCACTCGTCAACTCCAGCAC   |              |
|           | <i>Fasn</i> -F        | TGTGCCCCGTCTGTATACCACT  |              |
|           | <i>Fasn</i> -R        | CAATGGAAATGGCCGCTTG     |              |
| zebrafish | <i>lpl</i> -F         | GGAATACACGGCGAGAAGGAG   |              |
|           | <i>lpl</i> -R         | TGTCGGAGTTCCACCAAGGC    |              |
|           | <i>lipc</i> -F        | CACTGGCAAAAGCAAGAGGC    |              |
|           | <i>lipc</i> -R        | TCTCCTCGACAAGTGTTATGGG  |              |
|           | <i>adiponectin</i> -F | CATGTGGATGGGCGGTGTTT    |              |
|           | <i>adiponectin</i> -R | AGCCTCTTGGTCCTGCGTTG    |              |
|           | <i>pgc1α</i> -F       | CCTCAGTCCCAGTCGCATTC    |              |
|           | <i>pgc1α</i> -R       | CATTCCCGTTTCTCATAGTCGC  |              |
|           | <i>ppara</i> -F       | TCGGGCATCAGGATACCACTA   |              |
|           | <i>ppara</i> -R       | GGCACTTGTTTCGGTTCTTCTT  |              |
|           | <i>ucp1</i> -F        | GTTGCTGTTGGCAGTGGTATTA  |              |
|           | <i>ucp1</i> -R        | GGTGCATGGGGCAGATTAG     |              |
|           | <i>leptin</i> -F      | TCATCGTCAGAATCAGGGAACA  |              |
|           | <i>leptin</i> -R      | CCTTGGATGGGTTTGT CAGC   |              |
|           | <i>actin</i> -F       | CCGTGACATCAAGGAGAAGC    |              |
|           | <i>actin</i> -R       | TACCGCAAGATTCCATACCC    |              |

**Supplementary Table 2.** Oligonucleotides used in this study.

# Supplementary material for: Bmp8a deletion leads to obesity through regulation of lipid metabolism and adipocyte differentiation
**Source:** Commun Biol. 2023 Aug 8;6:824. doi: 10.1038/s42003-023-05194-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Source data for graphs in the paper.

# Supplementary material for: Bmp8a deletion leads to obesity through regulation of lipid metabolism and adipocyte differentiation
**Source:** Commun Biol. 2023 Aug 8;6:824. doi: 10.1038/s42003-023-05194-2
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Data analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All relevant data are available from the authors upon request and the corresponding author will be responsible for replying to the request.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |                                  |
|-----------------------------|----------------------------------|
| Reporting on sex and gender | <input type="text" value="n/a"/> |
| Population characteristics  | <input type="text" value="n/a"/> |
| Recruitment                 | <input type="text" value="n/a"/> |
| Ethics oversight            | <input type="text" value="n/a"/> |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------|
| Sample size     | <input type="text" value="n/a"/>                                                                             |
| Data exclusions | <input type="text" value="No data was excluded"/>                                                            |
| Replication     | <input type="text" value="All the experiments were performed in triplicate and three independent repeats."/> |
| Randomization   | <input type="text" value="n/a"/>                                                                             |
| Blinding        | <input type="text" value="n/a"/>                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibodies from Affinity Biosciences: p-Smad1/5/8 (1:1000, #AF8313), Smad1/5/8 (1:1000, #AF0614), PPAR $\gamma$ (1:1000, #bs-4590R), UCP1 (1:1000, #72298). Antibodies from Beyotime: HA tag (1:1000, #AH158), Flag tag (1:1000, #AF519). Antibodies from Sangon Biotech: p-ACC (1:1000, #D155180), ACC (1:1000, #D155300). Antibodies from Abcam: BMP8A (1:1000, #154373). Antibodies from ZenBio: p-AMPK (1:1000, #R26252), AMPK (1:1000, #380431), PGC-1 $\alpha$ (1:1000, #381615). Antibodies from CWBIO: goat anti-Rabbit IgG HRP secondary antibody (1:4000, #CW0103S), goat anti-Mouse IgG HRP Conjugated (1:4000, #CW0102). Antibodies from Bioss: p38 MAPK (1:1000, #bs-0637R), p-p38 MAPK (1:1000, #bs-2210R), $\beta$ -actin (1:2000, #bs-0061R), p-JNK (1:1000, #bs-1640R), JNK (1:1000, #bs-2592R), C/EBP $\alpha$ (1:1000, #AF6333), p-Smad2/3 (1:1000, #AF3367), Smad2/3 (1:1000, #AF6367), p-ERK1/2 (1:1000, |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

#AF1015), ERK1/2 (1:1000, #AF0155), p-p65 (1:1000, #AF2006), p65 (1:1000, #AF5006), p-IKK $\alpha$ / $\beta$  (1:1000, #AF3013), IKK $\alpha$ / $\beta$  (1:1000, #AF6014).

Validation

The band sizes were monitored and compared to the manufacturer data and/or previous research papers.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

Mouse preadipocytes 3T3-L1 and human HEK293T cells were obtained from ATCC.

Authentication

The cell lines were authenticated.

Mycoplasma contamination

All cell lines tested negative for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

No misidentified cell lines used in the study.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Zebrafish, 4-6 months.

Wild animals

The study did not involve wild animals.

Reporting on sex

male.

Field-collected samples

This study did not involve sample collected from the field.

Ethics oversight

All animal experiment were performed in accordance with the Institutional Animal Care and Use Committee of the Ocean University of China (permit number, SD2007695).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

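The data are RNA-seq libraries of 9 samples of 3T3-L1 cells on day 8 of adipogenic induction, 3 each of LV-ZsGreen1, LV-*bmp8a* and LV-*Bmp8a* cells. The condition and replicate of each library came from the sample labels and the groups named in the paper's Methods.

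The authors aligned the reads with HISAT2, quantified transcripts with StringTie on BMKCloud and deposited 1 table of FPKM per library, with genes named by symbol. Neither the genome build nor the annotation is named in the paper's text or in the tables. The deposited FPKM are already divided by transcript length and by the mapped fragments of the library, and the lists of genes differ between the LV-*Bmp8a* libraries and the other 6. The authors identified DEGs with DEGseq, which works on read counts; as the values used here are FPKM, that step was not repeated, and limma on the log2 scale was used in its place. All 12762 named genes matched a symbol of the RefSeq annotation of GRCm38.p6, which was used here for gene names and for the order of neighbouring genes, with no coordinates; 890 further genes are unnamed transcripts of the authors' assembly. Transcript lengths and GC content came from the longest GENCODE mouse transcript of each symbol.

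From the FPKM, log2(FPKM + 1) was computed, and genes with at least 1 FPKM in at least 3 libraries were fitted in limma 3.58.1 (R 4.3.3) with 1 mean per line over all 9 libraries, eBayes with trend and robust options, and Benjamini-Hochberg adjustment over all genes tested. This design had provided for counts or for normalized values, and the branch for normalized values was the one used. DEGs followed the paper's cutoffs, a fold change of 2 and a P value of 0.05. Genes named in the text are the genes the paper names (42, of which 30 were tested in each comparison) and, for each comparison with LV-ZsGreen1, the 5 largest rises and the 5 largest falls among genes with an adjusted P value under 0.05, no overlap between the groups and a mean of at least 1 FPKM; any other gene is said to have been chosen after its values were seen. A result that this rule selects is not reported here. Of the 30 tested genes of the paper, 25 in LV-*bmp8a* and 27 in LV-*Bmp8a* cells had an adjusted P value under 0.05 over all genes, and 26 and 27 adjusted over the list alone.

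Gene lists were tested with a one-sided Fisher's exact test among the DEGs against all genes tested, with Benjamini-Hochberg adjustment over 15 lists and both directions within a comparison, and with limma's camera (preset correlation 0.01) and fry. The 15 lists were written from memory, 9 after KEGG maps (PPAR, NOD-like receptor and TNF signaling, DNA replication, cell cycle, steroid biosynthesis, terpenoid backbone biosynthesis, lysosome, antigen processing and presentation) and 6 of other genes (interferon-stimulated genes, NF-κB target genes, Smad2/3 target genes, Smad1/5/8 target genes, mature adipocyte markers, preadipocyte and fibroblast markers). These may differ from the KEGG release that the authors used. A further 3 lists (glycolysis genes without *Gapdh*, HIF-1 target genes outside glycolysis, leukocyte markers) were added after the first results had been seen. The Reactome pathways came with fgsea 1.28.0. Figures were drawn with matplotlib 3.10.9.

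The code was tested on simulated data in which 200 of 11943 genes were changed: all 200 were called, with 5 unchanged genes, and 10 genes were called in data without changes. The median absolute error of the log2 fold change was 0.03. The read depth of the libraries cannot be recovered from the FPKM, so no counting error is given; the error of each value is the spread between 3 libraries.

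The alternatives tried were TMM scaling factors computed on the FPKM, quantile normalization, limma without trend and robust options, no filter on low values, a mean of at least 5 FPKM, a pseudocount of 0.1 or 5, adjusted P values, a fold change of 1.5, a fit of only the 2 groups compared, the replicate number as a block, each of the 9 libraries left out in turn, camera, fry, Reactome pathways, and lists without shared or interferon-stimulated genes. The main settings, the alternatives and the 15 lists were chosen before the data were examined. Immunoblots, qPCR, luciferase assays and zebrafish data of the paper were not analysed here.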

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

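The tests of chromosome segments, of the genes around *Casp1*, of the level of *Gapdh*, of NF-κB target genes, of mature adipocyte markers and of the lists that differ between the overexpressing lines were chosen only after the result was seen, as were the limit of a 2-fold difference for the genes below and the requirement that a list pass both camera and fry.

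The 2 overexpressing lines differed from each other about as much as each differed from LV-ZsGreen1: 1319 genes were DEGs between LV-*Bmp8a* and LV-*bmp8a* cells, in a direct test of the difference. Of the 10 splits of these 6 libraries, 1, the real one, gave as many DEGs, and the others gave 3 to 14; with 10 splits the share cannot fall below 0.1, so chance cannot be excluded by the splits alone. A candidate explanation for part of the difference is a gain or loss of chromosome segments in 1 of the lines. The log2 difference of a gene correlated with that of genes 5 to 20 genes away (r = 0.278, highest of 1000 shuffled gene orders 0.043), and in LV-*bmp8a* against LV-ZsGreen1 cells the genes of 1 chromosome (531 tested genes) had a median log2 fold change of -0.59, where shuffled orders gave -0.16 at the lowest. In LV-*Bmp8a* against LV-ZsGreen1 cells the lowest chromosome median was -0.29 (lowest shuffled -0.21) and r with such neighbours 0.0707. Genes regulated together by their position would give the same values, so copy number and regulation stay open. Segments of more than about 40 genes are argued against as the cause of most DEGs: of the 1155 DEGs between the 2 lines with a known position, 845 stayed DEGs in the same direction once the mean of genes 5 to 20 genes away was subtracted (mean of shuffled gene orders 1034). Shorter segments are not excluded. Of the 11 DEGs from *Casp1* to *Birc3* in LV-*bmp8a* cells, a stretch described below, subtracting genes 5 to 20 genes away left 10. Subtracting the mean of genes 1 to 4 genes away left 8 of these 11, and 752 of the 1155 DEGs between the lines (shuffled 966).

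The following genes, all with an adjusted P value under 0.05 in limma, differed at least 2-fold between LV-*Bmp8a* and LV-*bmp8a* cells, and every value is a log2 difference of LV-*Bmp8a* minus LV-*bmp8a*. Among genes that the paper names, *Cebpa* differed by -2.03, *Fabp4* by 1.29, *Tlr3* by -1.71, *Ppargc1a* by -1.92 and *Adipoq* by -3.02. Among the genes with the largest changes, *Ifi27l2a* differed by -1.18, *Ostn* by -5.53, *Oas1a* by -1.33, *Grem1* by -3.26, *Xlr* by -3.36, *Clu* by 2.02, *Txnip* by 2.54, *Aqp1* by 2.03 and *Gpd1* by -1.32. *Cfd*, *Cidec* and the unnamed transcript Mus_musculus_newGene_2383 also differed, but each was listed at 0 in all 3 libraries of 1 line, so their differences, seen before this was decided, are not given. For these genes 1 line of each kind, as assumed here, cannot separate the species of the transgene from other differences between the lines, and no biological explanation was tested.

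*Casp1* differed by 6.08 between the lines, from 77.6 FPKM in LV-ZsGreen1 and 86.1 in LV-*Bmp8a* to 0.284 FPKM in LV-*bmp8a* cells. *Casp4*, *Birc2* and *Birc3*, chosen after their values were seen because they lie near it in the gene order of GRCm38.p6, fell in LV-*bmp8a* cells as well (log2 fold changes -1.24, -4.04 and -3.36). The tested genes between them outside the Casp, Mmp and Birc families (*Pdgfd*, listed at 0 in LV-*bmp8a* cells, *Dync2h1*, *Dcun1d5* and *Tmem123*, named after their values were seen) all fell, with a median of -3.73, below each of 10000 random draws of 4 tested genes (lowest -1.51). Their median in LV-*Bmp8a* cells was -0.66. This definition of the stretch was made after the values were seen, and a first test on windows of 10 genes was dropped because many windows held gene families. Reads shared between paralogs would have left these 4 genes near 0, so the median of -3.73 argues against that. The fall ended on one side, where 0 of the 4 next genes were below -1 (median 0.10), and went on beyond *Birc3* for 4 of 5 genes (median -1.93). *Mmp13* and *Mmp3*, within the stretch and also named after their values were seen, did not fall (1.09 and -0.03), so not every gene in it changed. A segment present in more copies in LV-ZsGreen1 and LV-*Bmp8a* than in LV-*bmp8a* cells may explain this, as may a loss in LV-*bmp8a* cells or shared regulation; no DNA data were analysed here.

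*Gapdh* differed by 2.13, and it fell in LV-*bmp8a* (log2 fold change -1.56) and rose in LV-*Bmp8a* cells (0.57) against LV-ZsGreen1. After quantile normalization it still moved in opposite directions (-1.54 and 0.57), which argues against library scaling as the cause. HIF-1 target genes outside glycolysis, a list added after the values of *Gapdh* were seen, were higher in LV-*Bmp8a* than in LV-*bmp8a* cells for 18 of 20 genes (median 0.89, a p of 2.3e-11 in limma's camera, adjusted p = 7.0e-11 over the 3 added lists, and adjusted p = 7.9e-09 in fry). This is consistent with a difference in HIF-1 activity, but the other 14 glycolysis genes differed by a median of only 0.67, so the larger change of *Gapdh* stays open. That median of 0.67 was first read as evidence on pseudogene reads and was replaced by the level of *Gapdh*. *Gapdh* had a mean of 36.5 FPKM in LV-ZsGreen1 cells, 15.6% of the median of the other glycolysis genes, and 10 of these 14 were above it. Whether fragments of *Gapdh* went to its pseudogenes cannot be told apart from a low level, since pseudogene values were not analysed here.

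Of the 15 gene lists set at the start, 4 differed between LV-*Bmp8a* and LV-*bmp8a* cells in limma's camera and fry after adjustment, as did 2 of the 3 lists added later, HIF-1 target genes and glycolysis genes without *Gapdh*. For the 4, the median log2 difference was 0.51 for DNA replication (32 of 35 genes higher, adjusted p = 0.0011 in limma's camera), -0.21 for the lysosome (65 of 102 lower, adjusted p = 0.0024), -0.82 for interferon-stimulated genes (45 of 51 lower, adjusted p = 1.4e-09) and -0.33 for preadipocyte and fibroblast markers (15 of 23 lower, adjusted p = 0.0023). In the same order, the medians were 0.52, -0.21, -0.84 and -0.41 after quantile normalization, 0.55, -0.19, -0.89 and -0.33 for genes with a mean of at least 5 FPKM, and 0.57, -0.20, -0.85 and -0.32 once the trend with transcript length and GC content was removed, and at most 1.36% of 10000 random draws of as many genes were as extreme. For DNA replication and interferon-stimulated genes, this argues against library scaling, values near 0 and length or GC content as the whole cause. The medians of the lysosome list and of the preadipocyte and fibroblast markers do not decide on these explanations, since their members go both ways. Shared reads were addressed for interferon-stimulated genes alone. For the 28 of them outside gene families with similar members, medians against LV-ZsGreen1 were 1.35 in LV-*bmp8a* and 0.53 in LV-*Bmp8a* cells. The lower value in LV-*Bmp8a* cells was thus also seen outside such families, as a comparison of medians only. Shared reads in the other lists, and other differences between the lines, were not tested.

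Interferon-stimulated genes, which the paper does not discuss as a group, were enriched among upregulated DEGs of LV-*bmp8a* cells 13.6 times (36 of 52 genes, one-sided Fisher's exact p = 4.9e-35) and of LV-*Bmp8a* cells 9.09 times (18 of 51, one-sided Fisher's exact p = 2.5e-13). Their median log2 fold change was 1.60 and 0.74. The values argue against 5 technical explanations. For 4 of them the test was the median of the line with the lower one: it was 0.81 after quantile normalization, 0.80 for genes with a mean of at least 5 FPKM, 0.53 outside gene families with similar members, and 0.74 once the trend with transcript length and GC content was removed. Leukocyte RNA would bring leukocyte markers, but of 12 only 3 are listed and only 2 reached 1 FPKM in any library, *Itgb2* (highest 4.71 FPKM) and *Cd53* (1.29 FPKM), named after their values were seen, and both were lower in the overexpressing lines. A candidate explanation is a biological interferon response in these lines. Whether it follows from Bmp8a or from another difference between separately transduced lines was not tested.

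Smad1/5/8 target genes were enriched among upregulated DEGs 8.94 times in LV-*bmp8a* and 11.7 times in LV-*Bmp8a* cells, with 5 of 11 tested genes in each. *Id1*, *Id2*, *Id3* and *Smad6*, named after their values were seen, were upregulated in both. Values near 0 are argued against by the median of 0.93 for the 4 genes with a mean of at least 5 FPKM, and library scaling by the median of 0.78 after quantile normalization, both for the line with the lower median. Reads shared between *Id* genes, and other differences between the lines, were not tested. Smad2/3 target genes were not enriched among upregulated DEGs (3 of 31 in each line, one-sided Fisher's exact p = 0.21 and 0.12). The paper reports phosphorylation of both Smad1/5/8 and Smad2/3 in these lines (Fig. 5a–d).

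Mature adipocyte markers were enriched among downregulated DEGs 12.1 times in LV-*bmp8a* (28 of 34 genes) and 13.4 times in LV-*Bmp8a* cells (30 of 34); 11 of the genes are also on the PPAR signaling list. Preadipocyte and fibroblast markers were enriched among upregulated DEGs 5.13 and 6.72 times (6 of 23 genes each), although in LV-*Bmp8a* cells 14 of the 23 were lower than in LV-ZsGreen1 cells. NF-κB target genes were enriched among downregulated DEGs of LV-*Bmp8a* cells 4.10 times (10 of 37 genes, one-sided Fisher's exact p = 9.9e-05). For the mature adipocyte markers, the median of the line with the smaller fall was -1.92 after quantile normalization, -2.65 for genes with a mean of at least 5 FPKM and -2.03 once the trend with transcript length and GC content was removed, which argues against library scaling, values near 0 and length or GC content as the whole cause; shared reads were not tested. The medians of the other 2 lists do not decide on these explanations, since their members go both ways, and a lower degree of differentiation, which the paper reports, stays among the open explanations.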

How the results depend on the processing

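The alternatives were chosen before the results were seen, and no test in this part was chosen afterwards. Of 264 alternative values of the 12 results on DEGs, sharing and the 3 pathways, 226 kept their direction and their side of the threshold (for counts, within 1.5 times); 5 were weaker, 4 stronger, 20 moved and 9 reversed. Among 1610 values of named genes, 1577 did so, 17 were weaker, 10 stronger and 6 reversed. The cause of the changes below was not tested, except that a higher FPKM minimum tests fewer genes and that a pseudocount shrinks or widens the changes of genes with low FPKM by construction.

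DEGs in LV-*bmp8a*, in LV-*Bmp8a* and between the 2 lines numbered 856, 839 and 827 with a mean of at least 5 FPKM, 589, 482 and 454 with a pseudocount of 5, and 3437, 3571 and 3670 with a fold change of 1.5. With a pseudocount of 0.1, 1991 DEGs were found in LV-*Bmp8a* cells and 2060 between the lines. Shared downregulated DEGs numbered 174 with a mean of at least 5 FPKM, 125 with a pseudocount of 5 and 933 with a fold change of 1.5; shared upregulated DEGs numbered 271 with a pseudocount of 0.1, 78 with a pseudocount of 5 and 515 with a fold change of 1.5. The r between the lines was 0.541 with a mean of at least 5 FPKM and 0.543 with a pseudocount of 5, and 0.520 to 0.530 across the 9 fits that each left out 1 library. Those 9 fits gave 1455 to 1482 DEGs in LV-*bmp8a* and 1269 to 1304 in LV-*Bmp8a* cells.

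With Reactome's nearest pathway, the PPAR ratios fell to 1.31 and 1.35, and the NOD-like receptor ratios to 0 and 1.17, in LV-*bmp8a* and LV-*Bmp8a* cells, and both TNF ratios to 0; the Reactome lists are shorter and hold other genes. The NOD-like receptor list had a p of 0.0752 in limma's camera (adjusted p = 0.094) in LV-*bmp8a* cells, and ratios of 0.578 and 1.79 without the genes on the list of interferon-stimulated genes. The TNF ratio in LV-*bmp8a* cells was 0.923 with a mean of at least 5 FPKM and 0.947 with a pseudocount of 5; camera (a p of 0.703, adjusted p = 0.81) and fry (a p of 0.00044, adjusted p = 0.00055) of limma gave a fall, as did fry in LV-*Bmp8a* cells (a p of 0.0081, adjusted p = 0.010). In LV-*Bmp8a* cells the TNF ratio passed 0.05 with quantile normalization (2.22), a pseudocount of 0.1 (2.04) and a fold change of 1.5 (1.55), and it ranged from 1.69 to 2.17 across the 9 fits that each left out 1 library, past 0.05 only without LV-*Bmp8a* replicate 2 (one-sided Fisher's exact p = 0.031). The PPAR list stayed enriched in both lines under all alternatives but Reactome.

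The reversals of genes all concern log2 fold changes near 0: *Smad3* in LV-*Bmp8a* cells was at 0.064 with TMM and 0.036 with quantile normalization and from -0.054 to 0.00040 across the fits that left out 1 library, *Chuk* in LV-*bmp8a* cells at 0.0074 with quantile normalization and from -0.094 to 0.00063 across those fits, and *Acvr1* in LV-*bmp8a* cells from -0.12 to 0.0032.

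Same-numbered replicates did not deviate together (r of their deviations from the group means -0.07 to 0.04 over 9 pairs), so the numbers do not pair the samples; with the replicate number as a block, 1457, 1273 and 1313 DEGs were found. The depth of the libraries is unknown here, which leaves the counting error of genes with low FPKM open.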

Differences from the paper's values

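Only the comparison per *Gapdh* was chosen after the values were seen; the alternatives named here were set before the data were examined. On DEGs, the paper reports 2337 in LV-*bmp8a* cells, of which 1122 were upregulated, against 1458 and 625 here. With a pseudocount of 0.1 the numbers were 2024 and 868 and with a fold change of 1.5 they were 3437 and 1483, both within 1.5 times of the paper's; no other alternative closed the gap. For LV-*Bmp8a* cells the paper reports 2187 DEGs, 1211 downregulated and 976 upregulated, against 1276, 803 and 473 here. A pseudocount of 0.1 gave 1991, 1277 and 714, within 1.5 times of the paper's. A fold change of 1.5 gave 1363 upregulated DEGs, also within it. The downregulated DEGs came within it under 5 further alternatives: limma without trend and robust options (808), no filter on low values (809), and the fits without LV-ZsGreen1 replicate 1 (809), LV-*Bmp8a* replicate 1 (829) or LV-*Bmp8a* replicate 3 (831). The paper reports 536 downregulated and 334 upregulated DEGs shared by both lines, against 345 and 166 here; a pseudocount of 0.1 gave 503 and 271, and no other alternative closed either gap.

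For the pathways, the enrichment factor of the TNF signaling pathway in LV-*bmp8a* cells is about 2.9 in Fig. 7c, read by eye, against 1.27 here, and none of the alternatives closed the gap. For upregulated genes the supplementary data hold a block labelled Fig. 7c, whose factors for both pathways are those plotted in Fig. 7d, and a block labelled Fig. 7d that repeats the one for Fig. 7b; the former was therefore taken here to belong to LV-*Bmp8a* cells, against its label. With this assignment, the paper's enrichment factor is 2.6, with 19 genes, for TNF signaling in LV-*Bmp8a* cells, against 1.68 and 6 here. The factor came within 1.5 times of the paper's with TMM (1.86), quantile normalization (2.22), no filter (1.78), a pseudocount of 0.1 (2.04) or 5 (1.79), without genes shared with the NOD-like receptor list (2.11), and without LV-ZsGreen1 replicate 1 (1.94), 2 (1.94) or 3 (1.97) or LV-*Bmp8a* replicate 2 (2.17) or 3 (1.96); the number of genes was compared in the main setting alone. The paper's 31 genes of NOD-like receptor signaling, from the same block, stand against 13 here, compared in the main setting alone. For PPAR signaling in LV-*Bmp8a* cells the paper's factor of 3.45 stands against 5.69 here, 3.98 with a pseudocount of 0.1 and 2.53 with a fold change of 1.5; the other alternatives did not close the gap.

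By qPCR on day 8, the paper's supplementary data give expression relative to LV-ZsGreen1 of 0.305 for *Cebpa* in LV-*Bmp8a* cells, 0.389 for *Pparg* in LV-*Bmp8a* cells, and 0.302 and 0.281 for *Fasn* in LV-*bmp8a* and LV-*Bmp8a* cells. The ratios of mean FPKM were 0.0162, 0.256, 0.179 and 0.118. TMM scaling brought *Pparg* to 0.273, within 1.5 times of the paper's, and closed none of the other gaps; no further alternative applied to these ratios. The paper's qPCR was normalized to *Gapdh*. With each library divided by its FPKM of *Gapdh*, a comparison chosen after the values were seen, the ratios in LV-*bmp8a* and LV-*Bmp8a* cells were 1.06 and 0.0105 for *Cebpa*, 0.875 and 0.172 for *Pparg* and 0.561 and 0.0801 for *Fasn*, none of them within 1.5 times of the paper's. Without this division, *Cebpa* and *Pparg* in LV-*bmp8a* cells were at 0.338 and 0.277, within 1.5 times of the paper's 0.406 and 0.238. The FPKM of *Gapdh* is a doubtful divisor, since its mean was 36.5 in LV-ZsGreen1 and 11.8 in LV-*bmp8a* cells and fragments may have gone to pseudogenes.

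The paper states that upregulated genes were enriched in TNF signaling in both lines. With the lists used here, TNF signaling genes were not enriched among upregulated DEGs (one-sided Fisher's exact p = 0.34 in LV-*bmp8a* and p = 0.15 in LV-*Bmp8a* cells); in LV-*Bmp8a* cells they were with quantile normalization (p = 0.020 from the same exact test), a pseudocount of 0.1 (p = 0.018, exact test), a fold change of 1.5 (p = 0.048, exact test) and without LV-*Bmp8a* replicate 2 (p = 0.031, exact test).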

Other observations

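The comparison with other lines as the reference, the subtraction of neighbouring genes and the test of NF-κB target genes were chosen only after the result was seen.

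The shared DEGs were weighed against 4 explanations that need no common response to Bmp8a. Chance values of the 3 control libraries gave 2.05 shared DEGs in simulated unchanged groups, far below the 511 observed. Segments of more than about 40 genes, gained or lost in a line, are argued against as the whole cause, since 375 of the 451 shared DEGs with a known position stayed shared in the same direction once the mean log2 fold change of genes 5 to 20 genes away was subtracted; the value that decides this was changed more than once after results had been seen. Shorter segments and a common response cannot be told apart by the 324 that stayed once the mean of genes 1 to 4 genes away was subtracted. This also left 8 of the 11 DEGs from *Casp1* to *Birc3* in LV-*bmp8a* cells, and subtracting genes 5 to 20 genes away left 10. Lines that differ from each other about equally would also share DEGs against any one of them. With LV-*bmp8a* cells as the reference, LV-ZsGreen1 and LV-*Bmp8a* cells shared 472 DEGs in the same direction (r 0.538), and with LV-*Bmp8a* cells as the reference the other 2 lines shared 382 (r 0.434). When each library was left out in turn, the numbers were 507 to 523 with LV-ZsGreen1, 467 to 496 with LV-*bmp8a* and 374 to 390 with LV-*Bmp8a* as the reference. This was first read as excluding equal differences. With 1 line of each kind, which is assumed, however, the spread between lines is unknown, so a common response and equal differences between 3 lines cannot be told apart by these counts.

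Of 100 splits of the 9 libraries into 3 groups of 3, the real one included, 3 shared as many downregulated DEGs (highest 356) and 3 as many upregulated DEGs (highest 335), and 57 gave as large an r (from -0.67 to 0.92). For the comparisons with LV-ZsGreen1, 1 of the 10 splits of the 6 libraries gave as many DEGs in LV-*bmp8a* cells and 1 of 10 in LV-*Bmp8a* cells, the real split in each case; the others gave 5 to 14 and 7 to 16. The PPAR and NOD-like receptor lists had as small a Fisher's exact p in 1 of 10 splits in each line, and the TNF list in 1 of 10 in LV-*bmp8a* and 2 of 10 in LV-*Bmp8a* cells. With 10 splits, a share below 0.1 cannot be reached.

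The enrichment of the NOD-like receptor list may come from the interferon-stimulated genes on it. Without them the one-sided Fisher's exact p was 0.90 in LV-*bmp8a* and 0.0976 in LV-*Bmp8a* cells, and in the latter *Txnip*, *Ccl5*, *Aim2*, *Atg12*, *Bcl2l1*, *Map1lc3b* and *Oas1c*, named after their values were seen, were the upregulated DEGs left. *Oas1c* belongs to the Oas family, as do *Oas1a*, *Oas1g* and *Oas2*, which were left out. The list of interferon-stimulated genes was written from memory, so the genes left may include further ones. A general rise of NF-κB target genes is argued against: in LV-*Bmp8a* cells 3 of 37 were upregulated DEGs (one-sided Fisher's exact p = 0.172) and 10 were downregulated, and in LV-*bmp8a* cells 5 of 38 were upregulated and 6 downregulated (one-sided Fisher's exact p = 0.042 and p = 0.041). These are mRNA levels, while the paper measured phosphorylation of IKKα/β and p65 (Fig. 7e–h).

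The mRNA of *Rela*, which encodes p65, was at 22.3 ± 0.45 FPKM in LV-ZsGreen1, 23.0 ± 0.74 in LV-*bmp8a* and 15.4 ± 0.70 in LV-*Bmp8a* cells (SD, n = 3 each), and that of *Nfkb1* at 26.9 ± 1.02, 31.9 ± 0.76 and 16.9 ± 0.70. Log2 fold changes of *Rela* were 0.04 (adjusted p = 0.49 from limma) and -0.51 (adjusted p = 2.7e-06), and those of *Nfkb1* 0.24 (adjusted p = 0.0012 from limma) and -0.64 (adjusted p = 3.1e-07). *Ikbkb* changed by 0.13 (adjusted p = 0.12 from limma) and -0.40 (adjusted p = 0.00033), and *Chuk* in neither line (adjusted p = 0.51 and 0.27 from limma).

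The innate sensors that the Discussion names for preadipocytes were measured in these lines too. *Ifih1* (MDA5) and *Ddx58* (RIG-I) rose in both, by 0.96 and 0.58 in LV-*bmp8a* and by 0.66 and 0.33 in LV-*Bmp8a* cells on the log2 scale, while *Tlr3* rose by 1.12 in LV-*bmp8a* and had a log2 fold change of -0.60 in LV-*Bmp8a* cells (limma, in that order: adjusted p = 4.6e-07, 7.2e-06, 1.1e-05, 0.00070, 3.9e-07 and 8.0e-05). *Il6* rose by 0.75 and 0.61, from 0.455 FPKM.

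Of the BMP receptors that the paper measured by qPCR in 3T3-L1 cells (Fig. 5h, i), *Bmpr1b* (Alk6) and *Acvr1c* (Alk7) are not listed in any of these libraries. In LV-ZsGreen1 cells the type I receptors *Bmpr1a* (Alk3), *Acvr1* (Alk2), *Tgfbr1* (Alk5) and *Acvr1b* (Alk4) were at 22.3 ± 1.34, 15.3 ± 1.59, 11.5 ± 0.61 and 9.19 ± 0.77 FPKM, and the type II receptors *Tgfbr2*, *Acvr2a*, *Bmpr2* and *Acvr2b* at 49.7 ± 0.75, 14.6 ± 0.68, 5.60 ± 0.36 and 0.234 ± 0.01 FPKM (SD, n = 3 each). *Acvr1b* changed by -0.25 in LV-*bmp8a* and 0.58 in LV-*Bmp8a* cells, *Acvr2a* rose by 0.91 and 0.74, and *Bmpr2* changed by -0.18 and 0.18 (log2 fold changes). *Tgfbr2* (-0.36 and -0.76), *Tgfbr1* (-0.33 and -0.75) and *Bmpr1a* (-0.25 and -0.25) fell, and *Acvr1* changed by -0.08 (standard error 0.08) and -0.28. *Mdm2*, chosen after its values were seen, was between 1957 and 3228 FPKM in the 9 libraries.

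The other gene lists gave these results in LV-*bmp8a* and LV-*Bmp8a* cells. Steroid biosynthesis genes were downregulated DEGs for 11 of 14 genes in each line, and terpenoid backbone genes for 8 and 9 of 21. DNA replication genes were downregulated DEGs for 16 and 5 of 35 (one-sided Fisher's exact p = 2.1e-10 and p = 0.077), and cell cycle genes for 32 and 15 of 117 (p = 4.6e-12 and p = 0.0098, same exact test). Without the fold change cutoff, DNA replication genes were lower in 34 and 29 of 35. Their medians were -0.99 and -0.69 (adjusted p = 3.7e-11 and 0.0014 in limma's camera), so they fell in both lines. Lysosome genes were upregulated DEGs for 18 of 103 and 10 of 102, and antigen processing and presentation genes for 6 and 4 of 34 (one-sided Fisher's exact adjusted p = 0.017 and 0.10). Glycolysis genes without *Gapdh* were lower in 14 of 14 and 7 of 14, and HIF-1 target genes outside glycolysis in 18 and 9 of 20.

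The LV-*Bmp8a* libraries list other genes than the remaining 6; 61 of the 203 genes listed in them alone had at least 1 FPKM in all 3. By r, LV-ZsGreen1 libraries were no closer to LV-*bmp8a* (0.909 to 0.911) than to LV-*Bmp8a* libraries (0.920 to 0.923). By the median absolute log2 difference they were closer to LV-*bmp8a* (0.354 to 0.364) than to LV-*Bmp8a* libraries (0.379 to 0.394). A difference in how the LV-*Bmp8a* libraries were made or quantified was not tested, as it would coincide with the line.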
